# Influence of the cystic fibrosis transmembrane conductance regulator on expression of lipid metabolism-related genes in dendritic cells

**DOI:** 10.1186/1465-9921-10-26

**Published:** 2009-04-03

**Authors:** Yaqin Xu, Christine Tertilt, Anja Krause, Luis EN Quadri, Ronald G Crystal, Stefan Worgall

## Abstract

**Background:**

Cystic fibrosis (CF) is caused by mutations in the cystic fibrosis transmembrane conductance regulator (CFTR) gene. Infections of the respiratory tract are a hallmark in CF. The host immune responses in CF are not adequate to eradicate pathogens, such as *P. aeruginosa*. Dendritic cells (DC) are crucial in initiation and regulation of immune responses. Changes in DC function could contribute to abnormal immune responses on multiple levels. The role of DC in CF lung disease remains unknown.

**Methods:**

This study investigated the expression of CFTR gene in bone marrow-derived DC. We compared the differentiation and maturation profile of DC from CF and wild type (WT) mice. We analyzed the gene expression levels in DC from naive CF and WT mice or following *P. aeruginosa *infection.

**Results:**

CFTR is expressed in DC with lower level compared to lung tissue. DC from CF mice showed a delayed in the early phase of differentiation. Gene expression analysis in DC generated from naive CF and WT mice revealed decreased expression of Caveolin-1 (Cav1), a membrane lipid raft protein, in the CF DC compared to WT DC. Consistently, protein and activity levels of the sterol regulatory element binding protein (SREBP), a negative regulator of Cav1 expression, were increased in CF DC. Following exposure to *P. aeruginosa*, expression of 3β-hydroxysterol-Δ7 reductase (Dhcr7) and stearoyl-CoA desaturase 2 (Scd2), two enzymes involved in the lipid metabolism that are also regulated by SREBP, was less decreased in the CF DC compared to WT DC.

**Conclusion:**

These results suggest that CFTR dysfunction in DC affects factors involved in membrane structure and lipid-metabolism, which may contribute to the abnormal inflammatory and immune response characteristic of CF.

## Introduction

Cystic fibrosis (CF) is caused by mutations in the cystic fibrosis transmembrane conductance regulator (CFTR) gene, a member of the ATP-binding cassette (ABC) protein family that functions as a cAMP-dependent chloride channel [1-4]. ABC transport proteins play important roles in a variety of tissues including lung, liver, pancreas and the immune system[2]. Although CF is primarily thought to be a disease of abnormal salt and fluid transport caused by the defective chloride channel function of the CFTR protein, dominant additional features of defective CFTR include an exaggerated inflammatory response and susceptibility to microbial colonization in the lung, particularly with *P. aeruginosa *[5-7]. The exact mechanism for this is not completely understood. Overall in CF, host immune responses do not seem to be adequate to eradicate *P. aeruginosa *from the respiratory tract. Attention in this regard has been primarily focused on the role of CFTR in epithelial cells [8-10]. However, functional expression of CFTR has been demonstrated in a variety of non-epithelial cells, including lymphocytes, neutrophils, monocytes, macrophages and endothelial cells [11-15]. The widespread distribution of CFTR expression in non-epithelial cells and cells of the immune system implies a variety of functions, including a possible regulatory role in the secretion of cytokines and antibodies by lymphocytes and regulation of lipopolysaccharide (LPS) and interferon-γ-induced macrophage activation[15,16]. In murine alveolar macrophages CFTR-expression is related to lysosomal acidification and intracellular killing of *P. aeruginosa *[15], and macrophages directly contribute to the exaggerated inflammatory response in CFTR knockout mice [17]. The interaction of the CF-specific infectious organisms with cells of the host immune system are likely important in determining the extent of the inflammatory responses and the subsequent clearance of the bacteria from the airways [6,18,19].

Abnormalities in the lipid metabolism have been described in CF patients [20], and have been suggested to be related to the inflammatory responses in CF [19-21]. Deficiency of essential fatty acids is thought to be primarily a result of defective intestinal fat absorption secondary to a deficiency of pancreatic lipase due to obstruction of the pancreatic ducts [20]. It has furthermore been suggested that mutant CFTR plays a role in cellular essential fatty acid utilization [20,22]. The misassembled deltaF508 CFTR leads to altered cellular lipid trafficking in the distal secretory pathway [21]. Localization of CFTR to lipid rafts, cellular lipid membrane domains that are enriched cholesterol and sphingolipids, has been described following infection with *P. aeruginosa*, and has been linked to inflammatory signaling and apoptosis [23-25].

The present study analyzed dendritic cells (DC) derived from CF and WT mice. DC are the most potent antigen presenting cells and are crucial in the initiation and regulation of immune responses [26-29]. Changes in DC function could contribute to abnormal immune responses on multiple levels, such as antigen processing and presentation, expression of costimulatory molecules, and production of cytokines [26-29]. The DC from CF mice were delayed in their differentiation compared to the WT mice, but were able to reach fully maturation after 8 days. Interestingly, of the relatively few genes found to be down-regulated comparing CF and WT DC in gene expression studies, was Caveolin-1 (Cav1), a lipid raft membrane protein related to the cellular lipid metabolism. The protein expression and activity of the sterol regulatory element binding protein (SREBP), a negative regulator of Cav1 expression [30-32], was increased in CF DC compared to WT DC. Among the genes showing expression change comparing WT and CF DC upon *P. aeruginosa *infection, were 3β-hydroxysterol-Δ7 reductase (Dhcr7) and stearoyl-CoA desaturase 2 (Scd2), two enzymes involved in the lipid metabolism that are also regulated by SREBP [33-37]. This study provides insight into CFTR-dependant gene expression abnormalities related to the cellular lipid homeostasis in a non-epithelial cell type.

## Materials and methods

### Mice

Congenic C57BL/6J heterozygous breeding pairs (*Cftr*^tm1UNC^) were maintained on regular mouse chow and continuously bred. To maintain congenic status and prevent genetic drift, each new generation of mice was bred to WT C57BL/6J mice, obtained from Jackson Laboratories (Bar Harbor, ME). Male and female WT (*cftr+/+*) animals were used in alternate breeding. Offspring were genotyped at 14 days of age by PCR analysis of tail-clip DNA. To minimize bowel obstruction and optimize long-term viability, 21- to 23-day-old CF mice (C57BL/6J *Cftr *^tm1UNC^/*Cftr*^tm1UNC^) and their *cftr+/+ *littermates were fed a liquid diet (Water and Peptamen, Nestle Nutrition) provided ad libitum. All procedures were approved by the Institutional Animal Care and Use Committee of Weill Cornell Medical College.

### Bone marrow-derived dendritic cells (DC)

DC, generated from mouse bone marrow precursors from the three pair of CF mice and their WT littermates with age 5 to 6 wk old, were cultured in RPMI 1640 medium supplemented with 10% fetal bovine serum (FBS), penicillin (100 U/ml), streptomycin (100 μg/ml) (Invitrogen Corporation, CA), recombinant murine granulocyte-macrophage colony-stimulating factor (GM-CSF, 10 ng/ml; R&D System, MN) and recombinant murine interleukin-4 (IL-4, 2 ng/ml; R&D System), for 8 days as previously described [38]. DC represent the mature DC population after differentiation for 8 days.

Aliquots of DC were harvested, and differentiation and maturation profiles were analyzed on day 0, 2, 4, 6 and 8 for expression of CD11c and CD40, CD40L, CD80, CD86, ICAM, MHCI or MHCII (BD Pharmingen, CA) by flow cytometry (FACS Calibur, BD, CA). On day 8 more than 85% of the cells were mature DC. The assays have been carried out at least three times.

### DC Infection with *P. aeruginosa*

The *P. aeruginosa *strain used was the laboratory strain PAK (kindly provided by A. Prince, Columbia University, NY). Bacteria were grown from frozen stocks in tryptic soy broth (Difco, MI) at 37°C to mid-log phase, washed three times with phosphate buffered saline (PBS) pH 7.4 (Invitrogen Corporation), and resuspended in the infection media at the desired concentration as determined by spectrophotometry. The DC were incubated for 4 h with 10 CFU of PAK per cell in RPMI 1640 supplemented with 25 mM Hepes (Biosource International, MD) and then harvested for RNA and protein extraction.

### CFTR Expression in DC

RNA was extracted from lung and DC from three WT mice using TRIzol (Invitrogen Corporation). Following reverse transcription of 2 μg RNA, CFTR mRNA was amplified by real-time RT-PCR using a CFTR-specific probe (Mm00445197_m1, Applied Biosystems, CA). The CFTR mRNA levels were quantified using the ΔΔCt method (Ambion, Instruction Manual) and normalized relative to GAPDH (Applied Biosystems). The PCR reactions for CFTR and GAPDH were optimized to have equal amplification efficiency.

CFTR protein levels were determined by Western analysis. Total cellular fractions were isolated from mouse lung and DC. Following determination of protein concentration (Micro BCA™ Protein Assay Kit; PIERCE, IL), 30 μg protein was separated by electrophoresis on NuPAGE@Novex 4–12% Bis-Tris Gel (Invitrogen Corporation), transferred to a polyvinylidene difluoride (PVDF) membrane (Bio-Rad Laboratories, CA) and incubated with a rabbit anti-CFTR antibody (1:200, Santa Cruz Biotech Inc., CA). Horseradish Peroxidase-conjugated goat anti-rabbit IgG secondary antibody (1: 3000, Bio-Rad Laboratories) and Amersham ECL Plus Western Blotting System (GE Healthcare Bio-Sciences Corp., NJ) were used for detection. Following scanning, the membranes were stripped with stripping buffer (100 mM 2-Mercaptoethanol, 2% SDS, 62.5 mM Tris-HCl, pH 6.7) and re-blotted using a mouse anti-GAPDH antibody (1:5000, Abcam Inc. MA). CFTR levels relative to GAPDH levels were quantified using Image J software [39]. The assays have been carried out at least three times.

### Preparation of RNA for Microarray Analysis and Processing of Microarrays

All analyses were carried out with the Affymetrix MG-U74Av2 GeneChip using the protocols from Affymetrix (Santa Clara, CA). DC were purified from six mice with age 5 to 6 wk old. Total RNA was extracted from the DC using TRIzol followed by RNeasy (Qiagen, CA) to remove residual DNA. First strand cDNA was synthesized using the T7-(dT)_24 _primer (sequence 5'-GGC CAG TGA ATT GTA ATA CGA CTC ACT ATA GGG AGG CGG-(dT)_24_-3', HPLC purified from Oligos Etc., OR) and converted to double stranded cDNA using Superscript Choice system (Life Technologies). Double stranded cDNA was purified by phenol chloroform extraction and precipitation and the size distribution assessed by agarose gel electrophoresis. This material was then used for synthesis of the biotinylated RNA transcript using the BioArray HighYield reagents (Enzo), purified by the RNeasy kit (Qiagen) and fragmented immediately before use. The labeled cRNA was first hybridized to the test chip and then, when satisfactory, to the MG-U74Av2 GeneChip for 16 h. The GeneChips were processed in the fluidics station under the control of the Microarray Suite software (Affymetrix) to receive the appropriate reagents and washed for detection of hybridized biotinylated cRNA and then manually transferred to the scanner for data acquisition.

### Microarray Data Analysis

The image data on each individual microarray chip was scaled to arbitrary target intensity, using the Microarray Suite version 5.0 (MAS 5.0). The raw data was normalized using the GeneSpring GX 7.3.1 software (Agilent Technologies, CA) by setting measurements <0.01 to 0.01, followed by per-chip normalization to the 50^th ^percentile of the measurements for the array, and per-gene by normalizing to the median measurement for the gene across all the arrays in the data set. Data from probe sets representing genes that failed the Affymetrix detection criterion (labeled "Absent" or "A", or "Marginal" or "M") in over 90% of microarrays were eliminated from further assessment. All further analyses were carried out on the remaining 6,474 genes selected using this criterion.

Genes with significantly different expression levels in WT and CF DC with and without infection with *P. aeruginosa *were annotated using the NetAffx Analysis Center http://www.affymetrix.com to retrieve the Gene Ontology (GO) annotations from the National Center for Biotechnology (NCBI) databases. For probe sets with no GO annotations, other public databases [Mouse Protein Reference Database, Kyoto Encyclopedia of Genes and Genomes (KEGG), PubMed] were searched. These genes were grouped into 8 subcategories: (1) immunity; (2) metabolism/enzyme; (3) signal transduction/growth control; (4) protein biosynthesis/cell adhesion; (5) cell cycle; (6) transcription; (7) transport and (8) not classified genes.

Comparisons of the gene profile difference between WT and CF naive DC, and DC following infection with *P. aeruginosa *were carried out using the normalized data using the Welch's approximated t-test with Benjamini-Hochberg multiple testing correction. This analysis was done on the 6,474 genes that passed the Affymetrix detection criterion (labeled " Present") in over 10% of the samples, and genes were assumed to be significantly up-regulated or down-regulated if the calculated p-value was < 0.05 and the fold change was greater than 1.5 up or down. All data was deposited at the Gene Expression Omnibus site http://www.ncbi.nlm.nih.gov/geo/, a high-throughput gene expression/molecular abundance data repository curated by the National Center for Bioinformatics site. The accession number for the MG-U74Av2 data set is GSE9488.

### Confirmation of Microarray Data by Real-time RT-PCR

Messenger RNA levels of CFTR, Cav1, Dhcr7 and Scd2 were confirmed using real-time quantitative RT-PCR, using gene specific probes (CFTR: Mm00483057_m1, Cav1: Mm00483057_m1, Dhcr7: Mm00514571_m1, and Scd2: Mm01208542_m1, Applied Biosystems) on independent samples. RNA levels were quantified by real-time quantitative RT-PCR with fluorescent TaqMan chemistry using the ΔΔCt method, as described above and normalized to GAPDH mRNA. The assays have been carried out at least three times.

To reconfirm the genotype of cDNA samples from CF and WT DC, the primers mCF19 (exon10-11, 5'-TGGATCAGGAAAGACATCACTC-3') and mCF20 (exon 14, 5'-TTGGCCATCAATTTACAAACA-3') were used for PCR amplification. The reaction was amplified for 35 cycles at 94°C/30s (denature), 58°C/30s (annealing), and 72°C/45s (extension). The GAPDH gene primers were used as the PCR endogenous control (Applied Biosystem, CA). The reaction was amplified for 35 cycles at 94°C/30s (denature), 58°C/30s (annealing), and 72°C/30s (extension). PCR products were analyzed on 2% Agarose-LE gel (Applied Biosystems), stained with ethidium bromide and visualized under UV light.

### Cav1 and SREBP Protein Expression

Total cellular fractions were isolated from naive DC and DC infected with *P. aeruginosa *from three pair of CF and WT mice. Cav1 and SREBP were determined by Western analysis using a rabbit anti-Cav1 antibody (1:200, Santa Cruz Biotech, Inc.) and a rabbit anti-SREBP antibody (kindly provided by T. Worgall, Columbia University, NY), detailed procedures as described above. Cav1 and SREBP levels were normalized to GAPDH (mouse anti-GAPDH, 1:5000, Abcam Inc). Cav1 and SREBP protein levels relative to GAPDH levels were quantified using Image J software [39]. The assays have been carried out at least three times.

### SRE Activity in CF DC

The transcriptional activity of SRE in CF DC was assessed using an adenovirus vector expressing the SRE-promoter of HMG-CoA synthase linked to a luciferase reporter gene and β-galactosidase gene (AdZ-SRE-luc) (kindly provided by T. Worgall, Columbia University, NY) by luciferase assay. The CF and WT DC were infected with AdZ-SRE-Luc for 48 h, and then infected with *P. aeruginosa *for 4 h. Luciferase and β-galactosidase activities were analyzed in the cell lysates by luminometric luciferase and β-galactosidase assays (both, Stratagene, CA). Luci-ferase activity (RLU) was quantified by luminometer (Pharmingen) and β-galactosidase levels by microplate luminometer (Bio-Rad Laboratories). The data is expressed as luciferase activity (RLU) normalized to β-galactosidase activity.

## Results

### CFTR Expression in DC from WT Mice

First we evaluated the level of CFTR expression in DC compared to lung tissue known for high expression of CFTR. CFTR mRNA was detected in DC and whole lung by real-time RT-PCR (Figure 1A). The CFTR mRNA levels were 212-fold lower in the DC compared to the whole lung (p < 0.01). Likewise, CFTR protein was detected by Western analysis (Figure 1B); the expression level in DC was 11-fold lower compared to lung (p < 0.01, Figure 1C).

**Figure 1:**
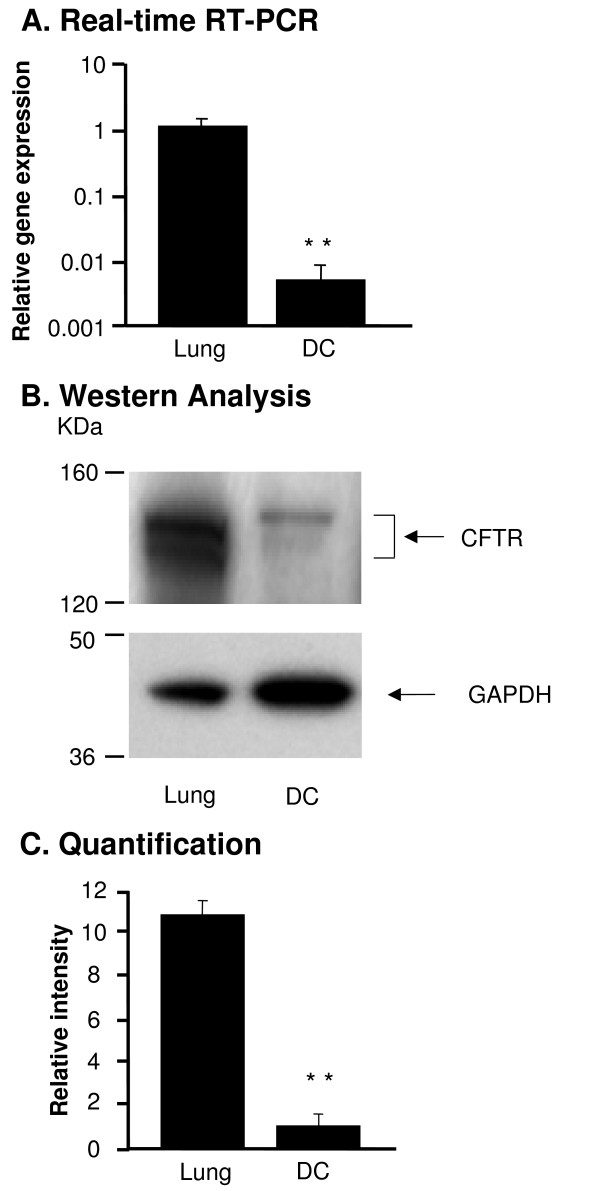
**CFTR expression in bone marrow derived dendritic cells (DC)**. RNA and protein were extracted from wild type (WT) mouse lung and DC. CFTR expression was measured by real-time RT-PCR and Western analysis. A. Real-time RT-PCR. WT mouse lung tissue was used as a positive control and calibration. The *y*-axis represents CFTR cDNA transcription level in terms of relative quantity value (RQ). B. Western analysis of CFTR protein in DC compared to the WT lung tissue. C. Quantification of CFTR protein by image intensity analysis. Images were scanned and analyzed by software Image J normalized to GAPDH loading control. Shown is the mean ± SEM of three pairs of independent samples. **denotes p < 0.01.

### Gene Expression Difference in DC from WT and CF Mice

To determine the role of CFTR in DC, we compared gene expression in DC from CF and WT mice by microarray analysis. 

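RNA of DC grown for 8 days from the bone marrow of CF mice and their WT littermates, 5 to 6 weeks old, was measured on 24 Affymetrix MG-U74Av2 arrays. They form 4 groups of 6 arrays, naive and infected DC of each genotype, and the comparison of genotypes here used the 6 CF and 6 WT naive arrays. The deposited values are MAS 5.0 signals, which the authors scaled to an arbitrary target intensity; the median signal of an array ran from 70.4 to 97.3. Each array has 12488 probe sets, of which 66 controls were left out. Of the other 12422, 10833 carry 1 gene name in the annotation used here, 396 carry several and 1193 are unnamed. Signals under 0.01 were set to 0.01, divided by the median of the array and taken to log2. The 7415 probe sets tested are the 7409 at or above the array median in at least 3 of the 24 arrays and 6 more from the tables of the paper; Present calls were not used here. Groups were compared with limma, and a probe set was called at a Benjamini-Hochberg adjusted p under 0.05 and a fold change over 1.5. The exact permutation tests are two-sided over the 924 splits of 6 arrays against 6, and the smallest p they can give is 0.0022. The methods name 6 mice, and 3 pairs of CF mice and WT littermates, for the DC, fewer mice than arrays, and nothing in the sources says which arrays share a mouse. Every n here counts arrays, so the p-values measure the spread between these arrays, which may be partly technical, and 6 arrays per group limit the precision. The gene lists, the tests and all alternatives other than those named as added later were fixed before the data were examined.

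Cftr, the targeted gene, is read by a brighter and a dimmer probe set. The signal of the brighter was 110 to 135 on the naive CF arrays and 75.3 to 192 on the infected CF arrays, against 40.8 to 91.1 on the naive WT arrays and 48.2 to 131 on the infected WT arrays. The signal of the dimmer was 1.0 to 21.2 and 0.9 to 24.0 in naive and infected CF DC, and 0.8 to 12.4 and 0.5 to 8.1 in naive and infected WT DC. Where these probe sets lie relative to exon 10, the part altered in the CF mice, is not known here. A probe set outside that part checks nothing about the labels.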

Nine genes were up-regulated in DC from CF mice compared to WT mice with more than 1.5- fold change in expression [see Additional file 1]. 

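Ifit3, an interferon-induced gene, had a signal of 111 ± 109 (SD, n = 6) in naive CF DC and 15.7 ± 11.9 (n = 6) in naive WT DC, a log2 fold change of 2.34 (standard error 0.77). Its signal ran from 7.3 to 287.5 on the naive CF arrays and from 5.4 to 32.8 on the naive WT arrays. The log2 fold change was smaller without the arrays numbered 3 and 4 in every group, a choice made after seeing the data. Dusp16, a phosphatase of MAP kinases, was at 31.0 ± 17.1 against 11.7 ± 12.0 (2.14, standard error 0.93). Areg, which encodes the growth factor amphiregulin, was at 12.7 ± 5.20 against 4.23 ± 3.95 (1.78, standard error 1.27). For Dusp16 and Areg the sizes rest on values near the background, and with the lower limit at 0.1 times the array median the log2 fold changes were 1.07 and 0.53. Epas1, a transcription factor of the hypoxia response, was at 54.6 ± 19.3 against 30.4 ± 7.64 (0.79, standard error 0.30), and the potassium channel subunit Kcns2 at 51.8 ± 11.2 against 29.1 ± 8.93 (0.87, standard error 0.33). Mmp11, a matrix metalloproteinase, had a log2 fold change of 1.19, Pacrgl of 0.68 and Kctd9 of 0.59. Dusp16, Kcns2 and Pacrgl were below the array median on each of the 24 arrays, and Areg on the 12 naive arrays.

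The exact permutation p of these genes ran from 0.0022 for Kcns2 to 0.037 for Dusp16, and each had an adjusted p of 1.00 from limma. Of the 7415 probe sets, 0 were called higher in naive CF DC by limma. In both directions together 90 had an unadjusted p under 0.05, where 371 are due to chance alone, and the smallest adjusted p was 0.814. With the replicate number as a block 0 were called, 435 had an unadjusted p under 0.05 and the smallest adjusted p was 0.298. The methods' t-test called 14 higher and 19 lower without correction and 0 after Benjamini-Hochberg. Limma with array weights called 3, which were Cftr (brighter probe set) higher, and Cav1 and St8sia5, a sialyltransferase singled out after its values were seen, lower. Of the 9 probe sets in Table 1 of the paper, all 9 were higher in CF DC with a median log2 fold change of 1.19 (0.79 with the lower limit at 0.1 times the array median), and 5 were called when adjusted over the list alone. Their shift had an adjusted p = 2.8e-04 with an estimated correlation and 0.064 with the replicate block. The study chose these probe sets on the same arrays, so this is not independent evidence of their direction.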

Interestingly, CFTR was expressed at 2.1-fold higher levels in DC from CF mice compared to WT mice. These higher levels of CFTR mRNA were also seen using real-time RT-PCR amplifying a fragment between exon 9 and 10, which is outside of the mutated region of CFTR gene in the CF mice, on independent samples (p < 0.05, Figure 2A). 

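On the brighter of the 2 probe sets of Cftr, the signal was 125 ± 8.87 (SD, n = 6) in naive CF DC and 59.6 ± 18.7 (n = 6) in naive WT DC, a 2.14-fold difference (log2 1.10, standard error 0.21). It was higher in CF DC for 6 of 6 replicate numbers (exact permutation p = 0.0022), and the adjusted p from limma was 0.81, or 0.298 with the replicate block. On the dimmer it was 14.7 ± 7.53 against 5.33 ± 4.2, a 2.76-fold difference (log2 1.47, standard error 1.37), also higher for 6 of 6 numbers (exact permutation p = 0.13). The dimmer probe set was under the array median on each of the 24 arrays, its CF control replicate 1 stood at 1.0, and with the lower limit at 0.1 times the array median its difference was 0.76 on the log2 scale. Among infected DC, the brighter probe set was higher in CF DC by 0.82 on the log2 scale (exact permutation p = 0.017). Infection itself moved it by 0.26 in WT DC and -0.02 in CF DC, and neither passed the test. From the higher array level, together with RT-PCR on independent samples, the paper proposes that the mutant CFTR mRNA is increased in the DC of the CF mice.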

The absence of part of exon 10, the characteristic of the *Cftr*^tm1UNC ^mice genotype [40,41], was confirmed by RT-PCR (Figure 2B). This suggests increased levels of the mutant CFTR mRNA in the DC of the CF mice.

**Figure 2:**
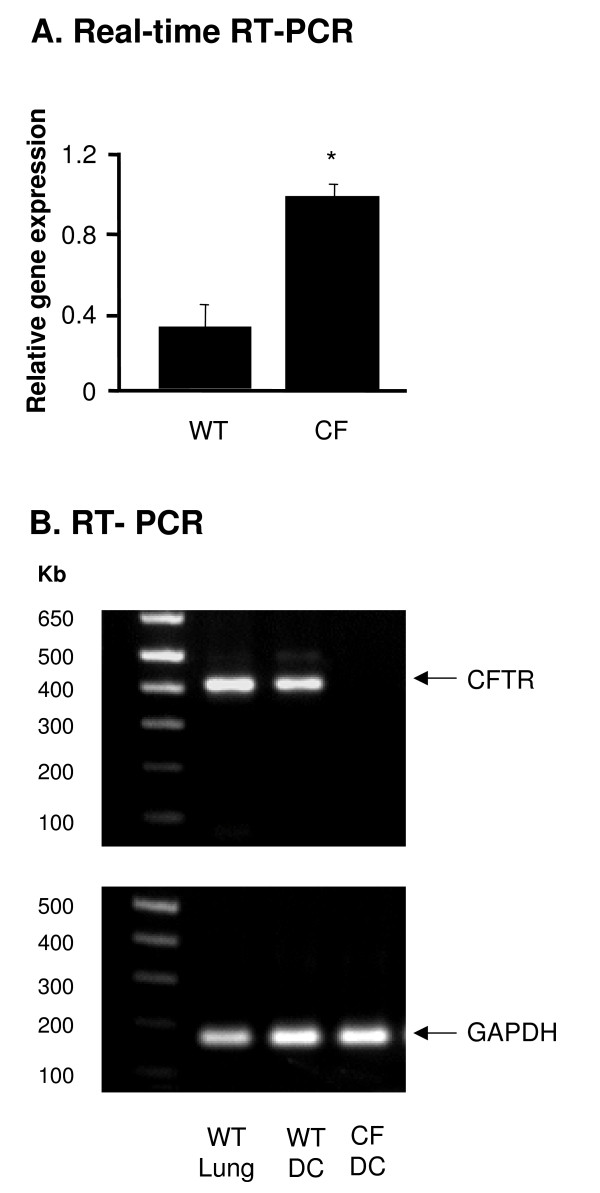
**CFTR expression in DC from *Cftr*^tm1UNC ^mice**. RNA was extracted from WT and *Cftr*^tm1UNC ^(CF) DC. CFTR expression was measured by real-time RT-PCR and reverse-transcription PCR. A. Real-time RT-PCR. Relative expression levels in the samples were calculated using the ΔΔCt method, using GAPDH as internal normalization control. The *y*-axis represents CFTR cDNA transcription level in terms of relative quantity value (RQ). B. Reverse-transcription PCR of CFTR in DC from WT and CF mice. Lung from WT mice were used as positive control. Primers were designed to detect WT CFTR cDNA but not mutant CFTR. GAPDH was used as endogenous PCR control. Shown is the mean ± SEM of three different samples. *denotes p < 0.05.

### Differentiation and Maturation of DC from WT and CF Mice

In order to evaluate if the impaired CFTR expression in CF DC influences their differentiation profile, bone marrow cells were analyzed an day 0, 2, 4, 6 and 8 using the differentiation and maturation markers CD40, CD40L, CD80, CD86, ICAM, MHCI and MHCII. No quantitative or qualitative differences in the primary CD11c^+ ^bone marrow population between WT and CF mice were observed (data not shown). On day 2 there was a delay in the upregulation of CD40, CD80 and CD86 expression in the bone marrow culture of CF mice (p < 0.05, Figure 3A) whereas CD40L was increased in CF DC compared to the WT DC. On day 8, these differences were not observed anymore and the mature DC from the WT and CF mice expressed all markers comparably (Figure 3B).

**Figure 3:**
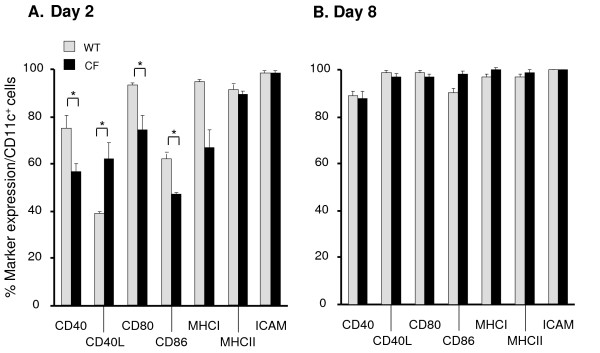
**Differentiation and maturation of DC from CF mice**. Differentiation and maturation of DC (CD11c^+^) from WT (gray) and CF (black) mice were monitored over time analyzing the surface expression of CD40, CD40L, CD80, CD86, MHCI, MHCII and ICAM. The y-axis represents the percentage expression of each marker in the CD11c population. Data from day 2 (**A**) and day 8 (**B**) are presented. Shown is the mean ± SEM of three different samples. *denotes p < 0.05.

### Downregulation of the Lipid Raft Protein Cav1 in DC from CF mice

Seven genes were down-regulated in DC from CF mice with more than 1.5-fold change [see Additional file 2]. 

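Besides Cav1, the 6 other probe sets in Table 2 of the paper had log2 fold changes between -0.60 and -0.94 in naive CF DC. Mtmr10, of the myotubularin phosphatase family, had a signal of 31.6 ± 10.1 (SD, n = 6) in CF DC and 59.1 ± 18.5 (n = 6) in WT DC (log2 -0.94, standard error 0.33). The mismatch repair gene Msh6 was at 48.2 ± 23.2 against 81.5 ± 33.5 (-0.86, standard error 0.36) and Serpinb2, an inhibitor of plasminogen activators, at 249 ± 64.3 against 471 ± 307 (-0.80, standard error 0.28). Cfl2, an actin-binding cofilin, was at 66.4 ± 16.2 against 100.4 ± 17.8 and lower for 6 of 6 replicate numbers (-0.63, standard error 0.22). The growth factor Igf1 was at 423 ± 156 against 622 ± 200, and the G protein subunit Gna12 at 58.2 ± 21.5 against 91.9 ± 34.5.

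The exact permutation p of these 6 ran from 0.0043 for Mtmr10 to 0.058 for Gna12, and by limma the adjusted p of each was 1.00, or 0.81 with the replicate block. All 7 probe sets of the list were lower in CF DC, with a median log2 fold change of -0.80, and all 7 were called when adjusted over the list alone. The list had an adjusted p = 2.6e-04 with an estimated correlation, and 0.064 with the replicate block. Like those of Table 1, these probe sets were chosen by the study on the same arrays, which makes this no independent evidence of their direction.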

The expression level of the membrane lipid raft protein Cav1 in DC from the CF mice was 4.1-fold decreased compared to the WT mice. This finding was confirmed with real-time RT-PCR which showed a 50-fold reduction of the Cav1 mRNA level in the CF DC compared to WT DC (p < 0.01, Figure 4A). 

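Cav1, the main structural protein of caveolae, had a signal of 48.1 ± 40.0 (SD, n = 6) in naive CF DC and 162 ± 68.7 (n = 6) in naive WT DC, 4.14-fold lower in CF DC (log2 -2.05, standard error 0.48). The CF arrays ran from 13.8 to 120 and the WT arrays from 85.4 to 259, and Cav1 was lower in CF DC for 6 of 6 replicate numbers (exact permutation p = 0.0087). The other measured caveolae and raft genes lay close to their WT level. Flot1 and Flot2, which encode flotillins of lipid rafts, had log2 fold changes of -0.08 and -0.04, and Cavin1, a coat protein of caveolae, of 0.08. The list of these 4 genes had a median of -0.06 and a mean of -0.52, with 1 gene, Cav1, called when adjusted over the list alone (adjusted p = 0.54 with an estimated correlation). Of 12 markers of stromal and endothelial cells, cell types that also express Cav1, 0 were called by limma and 0 had an unadjusted p under 0.05 there or in the methods' t-test. Their median was -0.07 and their mean 0.01, with the endothelial gene Pecam1 at 0.58.

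The adjusted p of Cav1 over all probe sets was 1.00 by limma and 0.298 with the replicate block. With array weights it was 0.025, at a log2 fold change of -2.32.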

Cav1 protein was almost undetectable in CF DC (Figure 4B) and quantification of Cav1 protein expression level indicated a 6.2-fold lower expression in CF DC compared to WT DC (p < 0.01, Figure 4C). Cav1 is known to be negatively regulated by sterol regulatory element binding protein (SREBP) [30-32], therefore we further compared the expression and activity levels of SREBP in DC from CF and WT mice. SREBP functions as a transcription factor that binds and regulates the sterol regulatory element (SRE) containing promoter. The activation of SREBP requires the proteolytic cleavage to release the active form into nucleus and regulate the target genes [42]. The cleavage of SREBP protein was increased in the CF DC (Figure 4B) and quantification of the active form of SREBP demonstrated a 4.3-fold higher expression in DC of CF mice compared to WT mice (p < 0.05, Figure 4C). The transcriptional activity of SRE was increased in CF DC infected with AdZ-SRE-luc, an Ad vector expressing an SRE-promoter linked to a luciferase reporter, compared to WT controls infected with AdZ-SRE-luc (p < 0.01, Figure 4D), suggesting that SREBP activity was increased in the CF DC.

**Figure 4:**
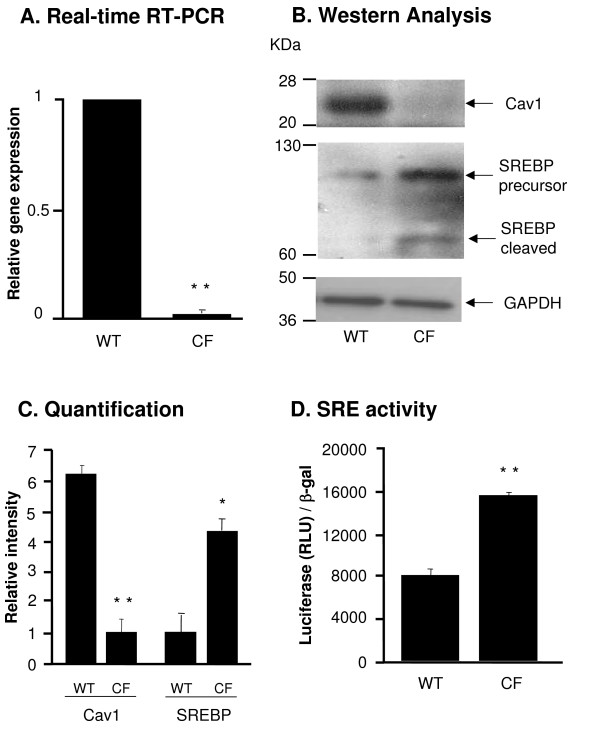
**Cav1 and SREBP expression in DC from WT and CF mice**. **A**. RNA was extracted from DC from WT and CF mice and Cav1 gene expression was measured by Real-time RT-PCR. Relative expression levels in the samples were calculated using the ΔΔCt method, with GAPDH as internal normalization control. The *y*-axis represents Cav1 cDNA transcription level in terms of relative quantity value (RQ). **B**. Western analysis of Cav1 and SREBP in DC from WT and CF mice and corresponding GAPDH expression. **C**. Quantification of Cav1 and SREBP expression by image intensity analysis normalized to GAPDH. **D**. Luciferase assay of SRE transcriptional activity in CF and WT DC. DC were infected with AdZ-SRE-luc for 48 h and harvested for luci-ferase assay and β-galactosidase assay. Data is shown luciferase activity (RLU) normalized to β-galactosidase. Shown is the mean ± SEM of three of independent samples. *denotes p < 0.05, ** denotes p < 0.01.

### Gene Expression Difference in DC from WT and CF Mice following *P. aeruginosa *Infection

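DC of both genotypes were also incubated for 4 h with the P. aeruginosa strain PAK at 10 CFU per cell. The 6 infected arrays of a genotype were compared with its 6 naive arrays, with the values, filter and test described for the naive DC. The 2 responses were compared in a fit over all 24 arrays, and the exact permutation test of that difference exchanges the genotype over the infected minus naive differences of arrays with the same genotype and replicate number. The control probe sets gave a 3' to 5' ratio of 0.791 to 1.09 for Gapdh and 0.909 to 1.23 for actin over the 24 arrays.

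Some arrays stood apart. Over the 1198 probe sets called in infected WT DC, the median log2 change in the WT direction was 0.88 to 1.23 on the WT infected arrays and 0.76 to 1.11 on 5 CF infected arrays, but 0.23 on the array of CF infected replicate 4. Il12b, a cytokine subunit, had a signal of 681 on that array and 6098.5 to 9172 on the other 11 infected arrays. Xist, a transcript of the inactive X chromosome, was at 361 to 500 on the arrays of replicates 3 and 4 of naive and infected CF DC and at 2.2 to 27.4 on the other 20, while the Y-linked Eif2s3y was at 1.2 to 9.0 on those 4 and 182.5 to 328 on the other 20. The counts were therefore also run without CF infected replicate 4 and without numbers 3 and 4 of every group. Leaving out a number from every group was chosen after seeing the data.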

To evaluate for differences in global gene expression between DC from WT and CF mice in response to *P. aeruginosa*, DC from WT and CF mice were infected with *P. aeruginosa *for 4 h, and gene expression profiles were evaluated by microarray analysis. 

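Of 30 measured cell cycle genes, 6 fell and 2 rose in infected WT DC (8 and 2 when adjusted over the list alone). The helicase subunits Mcm5, Mcm4, Mcm2, Mcm7 and Mcm3 had log2 fold changes of -0.99, -0.96, -0.92, -0.86 and -0.74, and Ccnd1, cyclin D1, fell by 0.71. Ccnd2, cyclin D2, rose from a signal of 391 ± 128 (SD, n = 6) to 1689.7 ± 539 (n = 6), a log2 fold change of 2.19 (standard error 0.27, adjusted p = 4.1e-05 from limma), and Cdkn1a, a cell cycle inhibitor, rose by 0.99. In infected CF DC Ccnd2 rose by 1.23 (standard error 0.28, adjusted p = 0.015) and Ccnd1 fell by 0.89, the 1 rise and 1 fall called there (2 and 2 when adjusted over the list alone). With the replicate number as a block, 16 cell cycle genes fell and 3 rose in WT DC, and 12 fell and 3 rose in CF DC. The list as a whole was lower than other genes in both genotypes (adjusted p = 0.0082 and 0.029 with a preset correlation; adjusted p = 0.76 and 0.78 with an estimated correlation).

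Of 22 apoptosis genes, 7 rose and 0 fell in WT DC. Casp4, an inflammatory caspase, rose by 2.20 (standard error 0.16, adjusted p = 1.2e-07), and Cflar, an inhibitor of caspase-8, by 2.00. The TNF receptor Tnfrsf1b rose by 1.29, the survival gene Bcl2l1 by 1.20, its antagonist Bcl2l11 by 1.07, Birc3 by 0.93 and Casp1 by 0.62. In CF DC 5 rose, namely Casp4 (1.84), Cflar (1.54), Tnfrsf1b (1.14), Bcl2l11 and Bcl2l1 (0.79), or 6 when adjusted over the list alone. The list had an adjusted p of 0.0011 in WT DC and 0.0019 in CF DC (adjusted p = 0.096 and 0.16 with an estimated correlation).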

Stimulation with *P. aeruginosa *induced changes in the expression of genes involved in inflammation and chemotaxis, signaling, cell cycling and apoptosis (Supplemental Tables 1 and 2). Especially, inflammation related genes were up-regulated upon the *P. aeruginosa *infection in both WT and CF mice, including 27 interferon-stimulated genes. 

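Of 44 measured inflammatory cytokines, chemokines and NF-kB targets, 42 rose and 0 fell in infected WT DC, with a median log2 fold change of 2.69, and in CF DC 34 rose and 0 fell (39 when adjusted over the list alone), with a median of 2.31. The cytokine gene Il6 rose from a signal of 134 ± 42.4 (SD, n = 6) to 6784 ± 960.3 (n = 6) in WT DC, a log2 fold change of 5.80 (standard error 0.18, adjusted p = 1.2e-11 from limma), and by 5.25 in CF DC (standard error 0.38, adjusted p = 1.0e-06). Tnf rose by 5.41 in WT DC and 4.83 in CF DC. Il12b, a subunit of interleukin-12 and interleukin-23, rose by 6.05 (standard error 0.41, adjusted p = 7.2e-08) and 5.60 (standard error 0.65, adjusted p = 1.0e-04). The shift of the list had an adjusted p = 4.5e-04 in WT DC and 0.0075 in CF DC with an estimated correlation. With the replicate block as well these were 0.028 and 0.22.

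Of 46 interferon-induced genes, 39 rose and 0 fell in WT DC, with a median log2 fold change of 1.67. In CF DC 28 rose and 0 fell (34 when adjusted over the list alone, and 34 with the replicate block), with a median of 1.30. Isg15, a ubiquitin-like protein, rose by 5.30 in WT DC and by 4.40 in CF DC (standard error 0.80, adjusted p = 0.0032). The chemokine gene Cxcl10 rose by 5.96 (standard error 0.43, adjusted p = 1.4e-07) and 4.56 (standard error 0.59, adjusted p = 2.5e-04). The list had an adjusted p = 0.017 in WT DC and 0.065 in CF DC with an estimated correlation, and 0.12 in WT DC with the replicate block.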

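Of the 46 interferon-induced genes measured, 44 had the larger rise in WT DC. The difference between the responses had a median of -0.41 on the log2 scale, but 0 of the 46 were called for it by limma, 4 had an unadjusted p under 0.05 (8 with the replicate block) and 0 were called when adjusted over the list alone. Ifit2, an antiviral RNA-binding protein, differed by -2.14 between the CF and WT responses (standard error 1.16, exact permutation p = 0.14), and Ifit3 by -2.25 (standard error 0.90, exact permutation p = 0.024). Part of the list was already high before infection on some CF arrays. Ifit1, which belongs to the same family, had a signal of 506 and 874 on naive CF arrays 3 and 4, against 5.4 to 45.4 on the other 4 and 7.3 to 65.7 on the WT arrays. Isg15 was at 1443 and 1598 on those 2, against 20.8 to 218 on the other 4 and 80.3 to 239 on the WT arrays.

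The lower response of the list in CF DC had an adjusted p of 1.2e-15 with a preset correlation (adjusted p = 0.11 with an estimated correlation). With numbers 3 and 4 left out of every group, chosen after seeing the data, its median was -0.02 and the preset test gave an adjusted p of 0.53. Inflammatory genes had the larger rise in WT DC for 38 of 44, with a median difference of -0.27 (adjusted p = 1.4e-04 with a preset correlation; adjusted p = 0.53 with an estimated correlation). Without CF infected replicate 4 that median was -0.11 and the preset test gave 0.64.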

Interestingly, 26 of 27 interferon-induced genes had higher fold changes of expression level in WT mice compared to the CF mice.

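Upon infection Ptges, prostaglandin E synthase, rose by 2.92 on the log2 scale in WT DC and 3.16 in CF DC. Ptgs1, the constitutive cyclooxygenase and a gene of Table 4 of the paper, fell by 2.30 in WT DC (standard error 0.29, adjusted p = 5.3e-05 from limma) and by 1.56 in CF DC (standard error 0.36, adjusted p = 0.017). Cpt1a, which brings fatty acids into mitochondria for oxidation, fell from a signal of 1188 ± 312 (SD, n = 6) to 338 ± 143 (n = 6) in WT DC, by 1.80 (standard error 0.28, adjusted p = 3.2e-04), and by 1.39 in CF DC (adjusted p = 0.015).

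Of 21 sphingolipid, phospholipid and eicosanoid enzymes, 5 rose and 7 fell in WT DC. Those that rose were Ptgs2, Ptges, the sphingosine kinase Sphk1 (1.59), Sptlc2 and Pla2g4a. Those that fell included the ceramide kinase Cerk (-1.33), Pld4 (-1.26), Lpin1 (-1.07), the sphingomyelinase Smpd1 (-0.81) and Smpdl3a (-0.73). In CF DC 2 rose (Ptgs2 and Ptges) and 2 fell (Cerk and Lpin1), or 2 and 5 when adjusted over the list alone or with the replicate block. The median of this list was -0.11 and its mean 0.32 in WT DC, and -0.16 and 0.30 in CF DC; the adjusted p of its shift was 1.00 and 0.96. Of 21 genes of lipid efflux, storage and fatty acid oxidation, Cpt1a, Acadm (-1.26), Plin2 (-1.07) and Hsd17b4 (-0.59) fell in WT DC and 0 rose, and in CF DC Cpt1a and Acadm (-1.06) fell (4 when adjusted over the list alone, and 6 in each genotype with the replicate block). This list had a preset adjusted p of 0.041 and 0.029 (adjusted p = 0.55 and 0.62 with an estimated correlation).

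All 17 lipid metabolism genes in Table 4 of the paper fell in WT DC, with a median log2 fold change of -0.95 (adjusted p = 0.017 with an estimated correlation, 0.15 with the replicate block). In CF DC 4 of them passed, Scd2, Ptgs1, Cpt1a and Cerk, and 11 when adjusted over the list alone or with the replicate block, with a median of -0.77 (preset adjusted p = 1.5e-08; adjusted p = 0.19 with an estimated correlation). The study chose this list on these arrays, so its direction is not independent evidence. Additional file 3 was not used here.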

The expression levels of 30 lipid metabolism related genes were changed by more than 1.5-fold [see Additional file 3 and 4]. Among the genes with increased expression levels in WT and CF DC, Cav1 was upregulated 3.3-fold upon *P. aeruginosa *infection in WT mice (p < 0.05) and 2.6-fold in CF mice (p > 0.05). 

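Cav1 rose in WT DC from a signal of 162 ± 68.7 (SD, n = 6) to 510 ± 255 (n = 6), a 3.29-fold increase (log2 1.72, standard error 0.34, adjusted p = 0.0024 from limma). In CF DC it went from 48.1 ± 40.0 to 137 ± 128, a 2.61-fold difference that was higher for 6 of 6 replicate numbers (log2 1.38, standard error 0.67, exact permutation p = 0.11). The adjusted p in CF DC was 0.28, and 0.0071 with the replicate number as a block. After infection Cav1 was still lower in CF than in WT DC, with a log2 fold change of -2.39, and for 6 of 6 replicate numbers (exact permutation p = 0.0065). The CF and WT responses differed by -0.33 (standard error 0.75, adjusted p = 1.00, exact permutation p = 0.24). Of the 4 caveolae and raft genes Cav1 was the 1 that rose in WT DC (median -0.28, mean 0.18), and 0 were called by limma in CF DC, where 0 had an unadjusted p under 0.05, the methods' t-test called 0 and the block called Cav1.

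**Figure D1:**
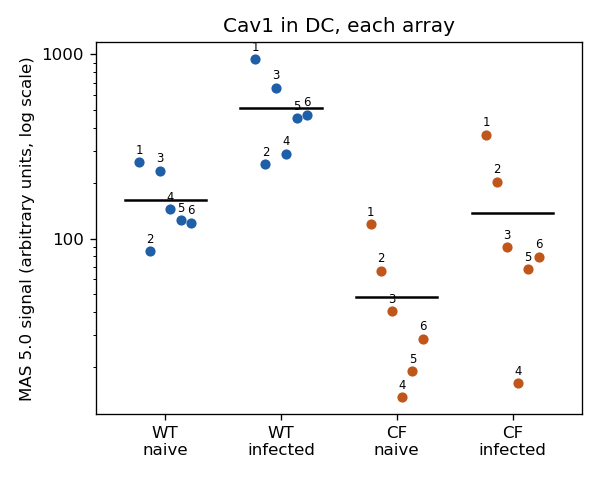
Signal of Cav1 (MAS 5.0, arbitrary units, log scale on the vertical axis) in WT (blue) and CF (orange) DC, naive and infected, where each point is an array labelled with its replicate number and each line is the mean of 6 arrays. The naive CF arrays lie between 13.8 and 120 and the naive WT arrays between 85.4 and 259.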

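Dhcr7, the last enzyme of cholesterol synthesis, and Scd2, a stearoyl-CoA desaturase, fell upon infection of WT DC. The signal of Dhcr7 was 49.8 ± 9.75 (SD, n = 6) in naive and 8.75 ± 8.30 (n = 6) in infected WT DC, 7.18-fold lower (log2 -2.84, standard error 0.68, adjusted p = 0.0083 from limma). In CF DC it was 61.0 ± 19.3 and 20.6 ± 11.6, 3.20-fold lower (log2 -1.68, standard error 0.48, adjusted p = 0.052, or 0.018 with the replicate block). Dhcr7 was under the array median on 23 of the 24 arrays, with signals from 2.4 to 24.7 on the infected WT arrays, so the size of its fall there is uncertain (with the lower limit at 0.1 times the array median it was -2.23 on the log2 scale, adjusted p = 0.0045). The call of Dhcr7 in WT DC was lost with numbers 3 and 4 left out of every group, chosen after seeing the data. Scd2, on its brighter probe set, fell from 2216 ± 415 to 383 ± 118 in WT DC, 5.58-fold (log2 -2.48, standard error 0.23, adjusted p = 2.6e-06). In CF DC it fell from 2049.8 ± 317 to 854 ± 782, 3.04-fold (log2 -1.60, standard error 0.41, adjusted p = 0.030), with 2349.7 on the array of CF infected replicate 4 and 248 to 1041 on the other 5. This call was lost in 9 of the 12 runs with 1 CF array left out (adjusted p = 0.051 to 0.079) and by the methods' t-test after Benjamini-Hochberg. Another probe set of Scd2 had log2 fold changes of -1.40 in WT and -1.13 in CF DC.

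The fall was smaller in CF DC by 1.17 on the log2 scale for Dhcr7 (standard error 0.75) and by 0.87 for Scd2 (standard error 0.51), each for 5 of 6 replicate numbers, but by 0.56 for Dhcr7 with the lower limit at 0.1 times the array median. Neither difference passed the test (adjusted p = 1.00 from limma, exact permutation p = 0.069 for each), and on the other probe set of Scd2 it was 0.26. With numbers 3 and 4 left out of every group, chosen after seeing the data, the differences were 0.56 for Dhcr7 and 0.14 for Scd2.

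**Figure D2:**
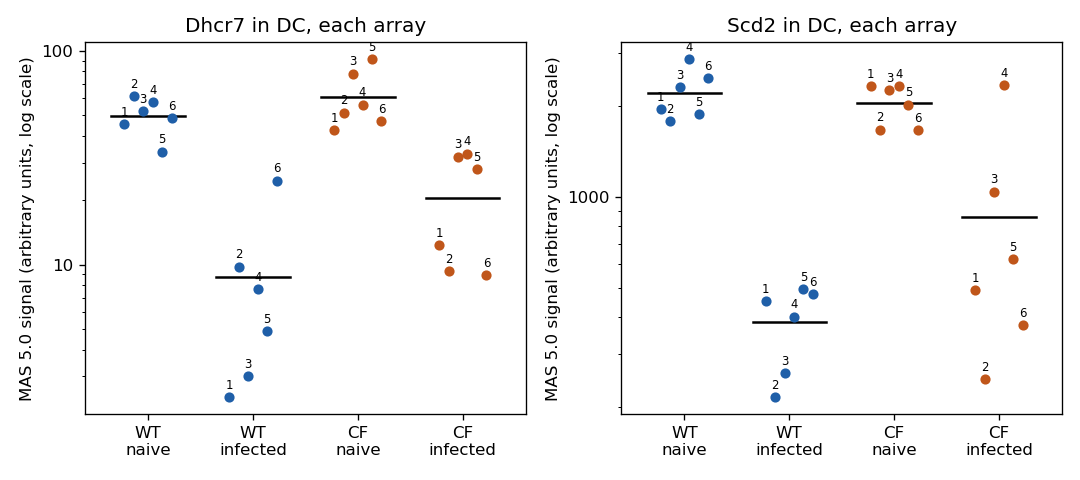
Signals of Dhcr7 (left) and Scd2 (right) on log scales (MAS 5.0, arbitrary units) in WT (blue) and CF (orange) DC, naive and infected, where each point is an array labelled with its replicate number and each line is the mean of 6 arrays. For Scd2, infected CF array 4 lies at 2349.7, among the naive arrays, and the other 5 infected CF arrays lie between 248 and 1041.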

Among the genes which were downregulated upon *P. aeruginosa *infection (Supplemental Table 2), 7-dehydrocholesterol reductase (Dhcr7) was decreased 7.2-fold upon infection in WT mice (p < 0.05) but only 3.2-fold in CF mice (p > 0.05); the gene stearoyl-CoA desaturase 2 (Scd2) was downregulated 5.6-fold upon infection in WT mice (p < 0.05) but only 3.0-fold in CF mice (p > 0.05).

In order to confirm the microarray data, mRNA levels of these three genes were assessed by real-time RT-PCR of DC from independent experiments (Figure 5). Although basal expression level of Cav1 was lower in CF DC (p < 0.01) compared to WT DC, both groups responded to *P. aeruginosa *infection with a upregulation of Cav1 (p < 0.05, Figure 5A) resulting in similar fold change in the expression level after *P. aeruginosa *infection compared to the control (7.0-fold and 6.0-fold, Figure 5B). In contrast, the basal expression levels of Dhcr7 were comparable between CF and WT DC (Figure 5C) and decreased upon *P. aeruginosa *infection in both groups (p < 0.05). This resulted in 76-fold reduction upon exposure to *P. aeruginosa *in WT DC compared to 20-fold in CF DC leading to a difference in the fold change between two groups (p < 0.05, Figure 5D). The base line expression of Scd2 was also comparable between CF and WT DC, but only the WT DC showed a decreased response in Scd2 expression upon *P. aeruginosa *infection (p < 0.05, Figure 5E) resulting in a 21.2-fold decrease upon exposure to *P. aeruginosa *in WT DC compared to only 4.5-fold decrease in CF DC, elucidating a fold change difference of Scd2 expression between CF and WT mice (p < 0.05, Figure 5F).

**Figure 5:**
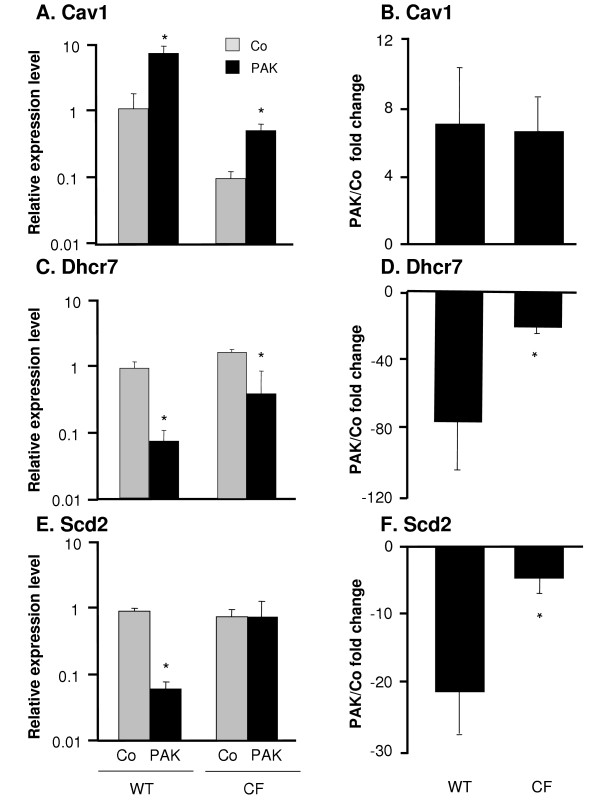
**Confirmation of microarray results by real-time RT-PCR**. DC from WT and CF mice were infected *in vitro *with *P. aeruginosa *for 4 h. RNA levels for three genes were measured by quantitative real-time RT-PCR. Relative expression levels in the samples were calculated using the ΔΔCt method, with GAPDH as internal normalization control. **A**, **C **and **E**. The *y*-axis represents the relative gene expression level for Cav1, Dhcr7 and Scd2 in the uninfected control DC (gray) and *P. aeruginosa *infected DC (black). **B, D, **and **F**. The *y*-axis represents fold change of Cav1, Dhcr7 and Scd2 expression upon *P. aeruginosa *infection compared to the control in both groups. Shown are the means ± SEM of three pairs of DC samples from WT and CF mice with or without *P. aeruginosa *infection. *denotes p < 0.05.

Further we addressed the question if the infection of *P. aeruginosa *in DC also leads to differences in the Cav1 and SREBP protein levels. As seen at the RNA level, Cav1 was upregulated in the presence of *P. aeruginosa *both in WT and CF DC, but expression levels were general higher in the WT mice (Figure 6A). The same tendency was observed in the SREBP protein level, but with a higher baseline expression level in the CF mice (Figure 6B). The transcriptional activity of SRE was also higher in CF DC followed *P. aeruginosa *infection than the WT controls (p < 0.01, Figure 6C). These data suggested a strong correlation between the presence of CFTR and expression of lipid metabolism related genes that are differently expressed in the CF DC in response to the *P. aeruginosa *infection compared to the WT DC.

**Figure 6:**
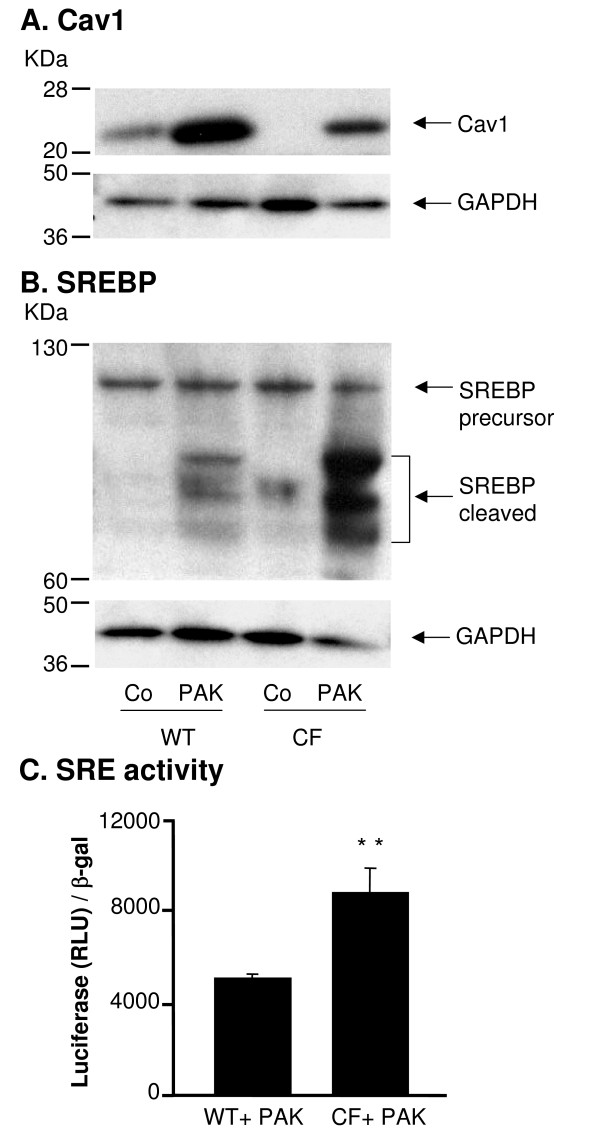
**Cav1 and SREBP expression in DC from WT and CF mice infected with *P. aeruginosa***. DC from WT and CF mice were infected *in vitro *with *P. aeruginosa *for 4 h, and uninfected cells served as the control (Co). A. Western analysis of Cav1 and corresponding GAPDH. B. Western analysis of SREBP and corresponding GAPDH. C. Luciferase assay of SRE transcriptional activity of CF and WT DC infected with *P. aeruginosa*. DC were infected with AdZ-SRE-luc for 48 h, and then infected with *P. aeruginosa *for 4 h. DC were harvested for luciferase assay and β-galactosidase assay. Data is shown luciferase activity (RLU) normalized to β-galactosidase. Shown is the mean ± SEM of three of independent samples. **denotes p < 0.01.

## Discussion

Lung disease in CF is characterized by an exaggerated inflammatory state and chronic infection with *P. aeruginosa *[38]. As the responses of the immune system are not adequate to eradicate *P. aeruginosa *from the lung in CF, the present study evaluates the general role of CFTR in DC, the most critical antigen presenting cells in initiating and regulating antigen specific immune responses [26-29].

CFTR was expressed in DC, and bone marrow cells from CF mice showed a delay in the differentiation into DC compared to the WT mice. DC derived from CF mice showed relatively few differences in basal gene expression compared to WT DC, including a lipid raft gene Cav1 with lower expression in CF DC. Consistently, expression and activity of the sterol regulatory element binding protein (SREBP), a negative regulator of Cav1 expression, was increased in CF DC. 

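Among infected DC, Dhcr7 was higher in CF than in WT DC (log2 1.41, exact permutation p = 0.045, or log2 0.80 with the lower limit at 0.1 times the array median). Scd2 differed by 0.75 (exact permutation p = 0.19) and Sphk1, the sphingosine kinase, by -0.94 (exact permutation p = 0.058). None of these passed over all probe sets. Of the 7415 probe sets, 0 were called between infected CF and infected WT DC by limma, with 119 at an unadjusted p under 0.05 (363 with the replicate block) and a smallest adjusted p of 1.00 (0.567 with the block). The methods' t-test called 16 higher and 19 lower in CF DC without correction and 0 after Benjamini-Hochberg. For a different response to infection in CF and WT DC, limma called 0, with 49 at an unadjusted p under 0.05 (249 with the block) and a smallest adjusted p of 1.00 (0.217 with the block).

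Several lists leaned one way among infected DC, where limma called 0 members and at most 2 of any of them had an unadjusted p under 0.05 (at most 6 with the replicate block). Inflammatory genes were lower in CF DC for 43 of 44, with a median log2 fold change of -0.26, and interferon-induced genes for 39 of 46, with a median of -0.16. Cell cycle genes were higher for 26 of 30, with a median of 0.21, and neutrophil genes for 12 of 14, with a median of 0.35. The Table 4 list of the paper had a median of 0.16. With a preset correlation these 5 lists had adjusted p-values of 1.7e-06, 0.0020, 1.3e-04, 0.018 and 0.018, and each had an adjusted p = 0.61 with an estimated correlation. Without CF infected replicate 4 the preset test called none of them, with medians of -0.12 for inflammatory genes (preset adjusted p = 0.29 from limma's set test), -0.12 for interferon-induced genes (0.16), 0.02 for cell cycle genes (0.12), 0.14 for neutrophil genes (0.11) and 0.04 for the Table 4 list (0.65). The preset call was also lost without CF infected replicate 1 or WT infected replicate 2 or 3 for interferon-induced genes (medians from -0.14 to -0.09), without WT infected replicate 1 for cell cycle genes (0.12), without CF infected replicate 3, 5 or 6 or WT infected replicate 1 or 3 for neutrophil genes (from -0.10, without WT infected replicate 1, to 0.28), and without CF infected replicate 1 or WT infected replicate 2, 3 or 4 for the Table 4 list (0.08 to 0.17). With numbers 3 and 4 left out of every group the medians of the 5 lists were 0.05, -0.08, -0.06, 0.02 and -0.01, and the preset adjusted p ran from 0.45 to 0.86.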

Following infection with *P. aeruginosa *gene expression between CF and WT DC differed for a number of genes. Of these, Dhcr7 and Scd2, two members of the lipid metabolism enzymes that are also regulated by SREBP, were found to be differently regulated.

### CFTR in DC

Expression of CFTR in DC has so far not been reported. DC play an important part in antigen presentation and stimulation of T cells and are present in the lung in a network [26,27,43]. The CFTR expression levels in the DC were lower compared to the whole lung.

The levels of the non-mutated part of CFTR mRNA were increased in the CF DC. This is in contrast to previous studies using the same microarray chip on RNA from lung, pancreas and small intestine tissue of CF mice with the identical CFTR mutation (*Cftr*^tm1UNC^) [44-48]. The *Cftr*^tm1UNC ^mouse has an insertion of a premature termination condon into exon 10 of CFTR gene [40,41], and this mutation has been reported to activate an alternative splicing and result in a in-frame deletion, indicating that the cells may produce a CFTR protein with impaired function [49]. The murine CFTR transcripts were detected in tracheal tissue from *Cftr*^tm1UNC ^mouse with similar level compared to the WT mice [50], and the presence of CFTR protein was also reported in mesenchymal connective tissue from *Cftr*^tm1UNC ^mice [51]. This could suggest that the regulation of CFTR mRNA expression in *Cftr*^tm1UNC ^may vary in different tissue or cell types. The increased mRNA levels of CFTR in CF DC could be due to increased transcription or stability of the mRNA in the DC background.

### Differentiation of Bone Marrow-derived DC from CF Mice

Bone marrow cells from CF mice showed a delay in the early phase of differentiation into DC compared to the WT mice, with lower expression of co-stimulatory molecules. Maturation and differentiation of DC are crucial in initiation and regulation of immune response, such as T cells activation and cytokine secretion [26-28]. In CF infants, CFTR mutation itself could produce an inflammatory milieu in the airway even in absence of pathogen infection, suggesting dysfunctional immune regulation [19]. Slowed differentiation of DC could lead to reduced inhibitory regulation of inflammatory mediators, and it could be direct effect of deficient CFTR expression. Perez *et al *created a CF cell model by using CFTR specific inhibitor CFTRinh-172 in normal bronchial epithelial cells, indicating that CFTR inhibition alone is sufficient to produce an exaggerated inflammatory response [52].

### Basal Gene Expression Differences in CFTR-deficient DC

Few changes in basal gene expression were seen comparing DC derived from CF and WT mice. 

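Naive CF and WT DC had close median levels of most gene groups, but single arrays differed within each genotype. The mean log2 level of the neutrophil genes ran from 1.04 to 4.12 over the naive CF arrays and from 0.64 to 3.90 over the naive WT arrays. Of 24 dendritic cell markers, 0 were called by limma and 0 had an unadjusted p under 0.05 (2 with the replicate block, 0 by the methods' t-test), with a median log2 fold change of -0.02. The costimulatory genes Cd40 and Cd80 had log2 fold changes of 0.19 and 0.32 and Ciita, the regulator of MHC class II genes, of -0.32. Interferon-induced genes were higher in CF DC for 42 of 46, with a median of 0.32; 0 were called, 4 had an unadjusted p under 0.05 (9 with the replicate block) and 1 passed the methods' t-test without correction. In that list Ifit2 had a log2 fold change of 1.91 (exact permutation p = 0.16) and Cxcl10 of 1.32 (exact permutation p = 0.15). Cell cycle genes were higher for 26 of 30, with a median of 0.16, and neutrophil genes for 12 of 14, with a median of 0.40; the granule gene Mpo stood at 0.91 (exact permutation p = 0.37). The preset test gave these 3 lists adjusted p-values of 5.8e-13, 0.0013 and 0.036, but adjusted p = 0.30, 0.77 and 0.77 with an estimated correlation. With numbers 3 and 4 left out of every group the medians were -0.05 for interferon-induced genes (preset adjusted p = 0.93 from limma's set test), 0.06 for cell cycle genes (0.55) and -0.02 for neutrophil genes (0.93). With 1 array left out the preset call was lost for cell cycle genes without CF control replicate 3 (median 0.11), 4 (0.02) or 5 (0.05) or WT control replicate 1 (-0.06), and for neutrophil genes without CF control replicate 3 (0.13), 4 (0.19), 5 (0.09) or 6 (0.32) or WT control replicate 1 (-0.05), 3 (0.17) or 4 (0.46).

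The other lists had 0 called members and medians near 0: inflammatory genes 0.01 (mean -0.02), lipid efflux, storage and oxidation 0.01 (mean -0.01), sphingolipid, phospholipid and eicosanoid enzymes -0.07, apoptosis 0.02, glycolysis and hypoxia -0.03 and the Table 4 list -0.12. Markers of other cell types had medians of -0.10 for macrophages and monocytes, 0.06 for lymphocytes and NK cells, 0.13 for mast cells, basophils and eosinophils, -0.05 for erythroid cells and 0.24 for the 3 adipocyte genes. Without the replicate block none of these lists had more than 1 member at an unadjusted p under 0.05, from limma or from the methods' t-test. With the block 3 inflammatory genes, 3 sphingolipid, phospholipid and eicosanoid enzymes, 3 of the Table 4 list and 2 genes of glycolysis and hypoxia had such a p, and at most 1 in each of the others. The direction of the test was up for inflammatory genes, dendritic cell markers and glycolysis genes, against the sign of their mean (adjusted p = 0.88, 0.97 and 0.97 with an estimated correlation).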

The previous studies analyzing gene expression in tissues affected by CF in mice, including lung, pancreas and small intestine, found different expression for a larger number of genes [44-48]. As the RNA in these studies was derived from tissues containing a variety of cell types, a direct comparison with the results of the present study is difficult. It is possible that cultured cells respond differently compared to the cells *in vivo*, as the DC are cultured in enhanced medium with supplemented cytokines. However our gene profile study could still provide an insight in the influence of CFTR on function of DC.

Cav1 mRNA and protein were decreased in the CF DC compared to the WT DC. Caveolin is the principal component of caveolae, lipid domains characterized by a flask-shaped invaginated morphology, which play a role in endocytosis, signal transuction and the cellular transport of cholesterol [53,54]. Cav1 has not been previously reported to be directly affected in CF. However, CFTR was found to localize to lipid rafts membrane fractions characterized by an enrichment of Cav1 [25]. The co-localization of CFTR and Cav1 could suggest a potential interaction between the two proteins. Cav1 expression is negatively regulated by SREBP, a critical factor in cellular lipid [30-32]. Activation of SREBP, using a promoter reporter assay, has been reported in CF cells [55]. The elevated expression and activity of SREBP could be the underlying factor for the decreased Cav1 expression.

### *P. aeruginoasa *Induced Gene Expression Changes in CF DC

Changes in the expression level of 912 genes were induced by *P. aeruginosa *infection. 

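In WT DC 584 probe sets rose and 614 fell upon infection, and in CF DC 287 rose and 142 fell. Either comparison called 1211 probe sets, of which 587 rose and 624 fell. Both called 416, each in the same direction in the 2 genotypes; independent lists of these sizes would share 22.6 of the rises and 11.8 of the falls, and 284 and 132 were shared. A further 782 were called in WT DC alone and 13 in CF DC alone. Of the 1198 called in WT DC, 1194 had the same direction in CF DC, and over all tested probe sets the log2 fold changes of the 2 genotypes had a Spearman rho of 0.819 across genes, which are not independent replicates.

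The number called in CF DC depended on single arrays and on the block. It was 748 without CF infected replicate 4, 290 without CF control replicate 2 and 967 with the replicate number as a block, against 1541 in WT DC with the block. With the block 850 probe sets were called in both genotypes. Leaving numbers 3 and 4 out of every group, chosen after seeing the data, gave 631 in WT DC and 577 in CF DC.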

Most genes belonged to the functional categories of inflammation, signaling, metabolism and transcription *etc*. 

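Of 24 dendritic cell markers, 7 rose and 2 fell in WT DC. Cd40 rose from a signal of 129 ± 17.6 (SD, n = 6) to 1667 ± 632 (n = 6), by 3.67 on the log2 scale (standard error 0.26, adjusted p = 1.2e-07 from limma), and Cd80, Cd86 and the adhesion molecule Icam1 rose by 2.18, 1.47 and 1.22. Fscn1, Zbtb46 and Ccl22 rose by 0.90, 0.85 and 0.61, and the chemokine receptors Ccr2 and Ccr1 fell. In CF DC Cd40 rose by 3.06 (standard error 0.33, adjusted p = 4.1e-05), Cd80 by 1.66, Cd86 by 1.32 and Icam1 by 1.17, and Ccr2 fell (4 rises and 2 falls when adjusted over the list alone or with the replicate block). The responses of Cd40 differed by -0.61 (exact permutation p = 0.26). The list had a preset adjusted p of 0.0023 in WT and 0.0037 in CF DC (adjusted p = 0.43 and 0.50 with an estimated correlation).

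Of 21 genes of glycolysis and hypoxia, Ndrg1 (1.32), P4ha2 (1.09), Hk2 (1.05) and Hif1a (0.67) rose in WT DC, and Ndrg1 (1.01) in CF DC, where the block called 3 (in CF DC the preset adjusted p was 0.18, or 0.020 with the block, where it was 0.375 with an estimated correlation; preset adjusted p = 0.036 in WT DC; adjusted p = 0.77 with an estimated correlation). Of 15 macrophage and monocyte markers Cd14 (1.79) and Adgre1 (0.82) rose and Csf1r (-1.51), Fcgr1 (-1.35) and Msr1 (-0.85) fell in WT DC; in CF DC Cd14 rose and Csf1r and Fcgr1 fell (3 rises and 2 falls with the block). Of 14 neutrophil markers Mmp9 (-1.26) and Padi4 (-0.92) fell in WT DC and 0 were called by limma in CF DC, where 11 were lower, 2 had an unadjusted p under 0.05 and both the block and the methods' t-test without correction called 2. Of 15 lymphocyte and NK cell markers Cd79a (1.46) rose in WT DC (2 with the block), and in CF DC 0 were called by limma, 1 by the block and 1 by the methods' t-test without correction, with 1 at an unadjusted p under 0.05. Of 9 mast cell, basophil and eosinophil markers 9 were higher in infected WT DC and 8 in infected CF DC, with medians of 0.20 and 0.31. Of these, Hdc, the histamine-forming enzyme, rose by 3.19 in WT DC (standard error 0.48, adjusted p = 2.0e-04) and 2.92 in CF DC, where the block called 2 genes. Of 12 stromal, 8 erythroid and 3 adipocyte markers 0 were called by limma in either genotype, with medians of 0.23, 0.14 and -0.03 in WT DC and 0.06, 0.17 and -0.15 in CF DC; in WT DC 2, 1 and 0 of them had an unadjusted p under 0.05, in CF DC none, and the methods' t-test called none.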

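Among called probe sets with 1 gene name and a higher group mean at or above the array median, Ptgs2, the inducible cyclooxygenase, had the largest rise in WT DC. It went from a signal of 30.3 ± 11.5 (SD, n = 6) to 3637 ± 1093 (n = 6), a log2 fold change of 7.05 (standard error 0.27, adjusted p = 1.3e-10 from limma). Ifit2 rose by 6.97, the chemokine gene Cxcl1 by up to 6.92 over its probe sets and Ifit1 by 6.67 (standard error 0.40, adjusted p = 2.0e-08). On the naive WT arrays Ptgs2 was at 16.6 to 47.3 and Ifit2 at 3.5 to 48.5, under the array median. The order of these rises is therefore uncertain. The nucleotide kinase Cmpk2 and Gm9706 rose by 5.98 and 5.90, and the 10 largest rises also hold Il12b, Cxcl10 and Il6. In CF DC the rises were 6.89 for Ptgs2 (standard error 0.67, adjusted p = 1.7e-05), up to 7.06 for Cxcl1, 4.83 for Ifit2 (standard error 0.89, adjusted p = 0.0035), 5.42 for Ifit1, 5.00 for Cmpk2 and 5.07 for Gm9706.

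By the same rule the largest falls in WT DC were those of the calcineurin regulator Rcan3, from 188 ± 31.2 to 9.53 ± 4.63 (-4.34, standard error 0.37, adjusted p = 8.6e-07), and of Ccr2, from 1183 ± 261 to 90.3 ± 29.5 (-3.65, standard error 0.25, adjusted p = 8.0e-08). Dusp6, a phosphatase of ERK kinases, fell by 3.29, and the proteoglycan Sdc1 by 2.90. On the infected WT arrays Rcan3 was at 4.4 to 16.2 and Sdc1 at 7.8 to 18.3. These levels are near the background, so the sizes and ranks of these falls are uncertain. In CF DC Rcan3 fell by 3.55, Ccr2 by 2.68 (standard error 0.53, adjusted p = 0.0066), Otulinl by 2.42, Dusp6 by 2.41 and the peroxisomal transporter Abcd2 by 2.27. Of the genes the paper lists as different in naive DC, Ifit3 (4.66) and Areg (4.21) of Table 1 and Serpinb2 (3.39) and Cav1 of Table 2 rose in infected WT DC, and Ifit3 (2.41) and Serpinb2 (3.81) in infected CF DC; Ifit3 in CF DC had an adjusted p of 0.051 from limma without CF infected replicate 4. The Table 1 list had a median of 0.79 in WT DC (preset adjusted p = 0.0088; adjusted p = 0.059 with an estimated correlation), and a median of -0.08 and a mean of 0.44 in CF DC. The Table 2 list had a median of -0.42 and a mean of 0.37 in WT DC (2 rises and 2 falls when adjusted over the list alone or with the replicate block), and in CF DC a preset adjusted p of 0.040 for a rise (adjusted p = 0.21 with an estimated correlation and, at the preset one, 0.058 with the replicate block). Both lists were chosen on these arrays.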

The majority of up-regulated genes were immune response related genes (112 of 465), which presents the typical character of DC upon pathogen infection. A multiple correction is one strategey to confront the problem of false positives in microarray study. However our study and other similar studies cannot count with sample size sufficiently large to afford a multiple test comparison. As physiological effect are often small in magnitude and rather than missing potentially important observation, we chose to forgo the use of multiple comparison in favor of confirmation by an independent method (TaqMan RT-PCR), of those observations that are most biologically relevant for our study system. The results that are not confirmed by RT-PCR could be tentative.

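Of the 1211 probe sets called upon infection in either genotype, 1038 had the larger absolute log2 fold change in WT DC, which is 85.7% (jackknife standard error over arrays 19.9 percentage points). The share was 87.6% among those that rose and 84.0% among those that fell, and the median ratio of the CF to the WT change was 0.786. Among the 429 probe sets called in CF DC it was 78.6%, and among 1300 probe sets chosen by the mean response over both genotypes, which favours neither, 76.2%. Without CF infected replicate 4 it was 65.3%. Over other splits of the arrays by genotype the median share was 77.0%, counted in each split for whichever label had the larger changes. With numbers 3 and 4 left out of every group, chosen after seeing the data, 355 of 768 probe sets had the larger change in WT DC, which is 46.2%; the other 14 ways of leaving out 2 numbers gave 64.8% to 95.5%.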

The magnitudes of gene expression changes were mostly larger in WT mice than CF mice (782 of 912); especially 27 interferon/interleukin induced genes. This suggests that defective CFTR may affect the proper immune response of DC against the *P. aeruginosa *infection. This observation is in agreement with the fact that the presence of WT CFTR in human bronchial epithelial cell positively influenced cytokines of innate immunity in response to *P. aeruginosa *such as interleukin-8 (IL-8), IL-6, CXCL1, indicating CFTR plays a role in resistance to *P. aeruginosa *[56].

The expression levels of 30 lipid metabolism related genes were changed by more than 1.5-fold (13 up-regulated genes and 17 down-regulated genes). Cav1, which was virtually absent in non-infected CF DC, was increased upon the *P. aeruginosa *infection with similar fold change in WT and CF mice. The LPS stimulation in endothelial cells induces the expression of Cav1 in a NF-κB-dependent manner [57]. It might serve as an underlying mechanism of upregulation of Cav1 expression in DC followed with *P. aeruginosa *infection.

In contrast, two other lipid metabolism related genes, Dhcr7 and Scd2, were strongly decreased in WT DC, but only to a much lesser extent in CF DC. Dhcr7 converts dehydrocholesterol (DHC) to cholesterol, and Dhcr7 deficiency in human leads to a syndrome characterized by immunological changes [58,59]. Stearoyl-CoA desaturase (SCD) is an enzyme that catalyzes the Δ9-cis desaturation of saturated fatty acyl-CoA [60]. Both Dhcr7 and Scd2 genes contain a sterol-regulatory element, the binding site for the transcription factor SREBP, in their promoter regions. In contrast to Cav1, Dhcr7 and Scd2 expressions are up-regulated by the active form of SREBP [36,37]. *P. aeruginosa *infection induces the apoptosis of the host cells [61], and SREBP is cleaved during programmed cell death [62]. Sphingolipid storage caused by the haemolytic phospholipase C of *P. aeruginosa *stimulated the SREBP-1 activation [63], and induced accumulation of intracellular cholesterol [64]. As elevated expression and activity of SREBP were present in CF DC after *P. aeruginosa *infection compared to WT DC, it may lead to a compensatory upregulation of Dhcr7 and Scd2 that results in a more moderate reduction of these genes.

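A minority of the measured target genes of SREBP passed the test upon infection. Of 23 such genes of cholesterol and fatty acid synthesis, Dhcr7, Scd2, Scd1 (-0.96), Mvd (-0.74) and Elovl5 (-0.72) fell and 0 rose in infected WT DC (1, Idi1, with the replicate block), and Scd2 fell in infected CF DC (2 falls when adjusted over the list alone, and 4 with the replicate block). The medians were -0.39 and -0.27 (preset adjusted p = 0.041 and 0.048, the latter 0.069 with the block; adjusted p = 0.76 and 0.78 with an estimated correlation). Between genotypes 0 of the 23 were called by limma, in naive DC (median 0.03), in infected DC (median 0.06) or for the difference of the responses (median 0.06), and 0 had an unadjusted p under 0.05 in any of the 3. With the replicate block 0, 2 and 2 had such a p, and 1 was called in infected DC when adjusted over the list alone. The methods' t-test without correction called 0 in naive and 1 in infected DC. The adjusted p of the list with an estimated correlation was 0.83 in naive DC, 0.67 in infected DC and 0.89 for the responses. Srebf1, which encodes SREBP-1, had log2 fold changes of 0.02 between naive CF and WT DC and -0.12 between infected CF and WT DC (standard errors 0.13 and 0.18). Its mRNA level says nothing of the cleaved protein. Cyp51, a gene of sterol synthesis, had a response 0.75 higher in CF DC (exact permutation p = 0.0065), and 16 of the 23 had the larger change in WT DC.

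The paper gives the falls of Dhcr7 and Scd2 as smaller in CF than in WT DC, on the arrays and by RT-PCR. From these falls and its SREBP protein and reporter data, it proposes that active SREBP may upregulate both genes in compensation in infected CF DC.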

The present study indicates that, even if expressing at a low level in immune cells such as DC, CFTR influences cellular lipid metabolism, possibly through increased levels of active SREBP. It has been shown that the fatty acid abnormalities in CFTR-deficient tissues positively correlate with chronic or acute inflammation, suggesting the important role of lipid homeostasis in the regulation of the innate host immune response [16]. The defective CFTR expression in DC may affect lipid raft composition, pathogen uptake and clearance, intracellular signaling events, and give rise to inadequate inflammatory responses.

## Abbreviations

CF: cystic fibrosis; CFTR: cystic fibrosis transmembrane conductance regulator; DC: dendritic cells; CF mice: CFTR knockout mice; WT mice: wild type mice; SREBP: sterol regulatory element binding protein; SRE: sterol regulatory element; Dhcr7: 3β-hydroxysterol-Δ7 reductase; Scd2: stearoyl-CoA desaturase 2.

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

YX carried out part of the experiments, analyzed the data and wrote the draft of the manuscript. CT carried out part of the experiments and the microarray analysis. AK participated in the flow cytometory analysis. LQ participated design and analysis of part of the experiment. RC participated in the design of the study. SW conceived of the study, and participated in its design and coordination and helped to draft the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Up-regulated Genes in DC from CF Mice Compared to WT Mice**. The data provided a table of genes up-regulated in DC from CF mice compared to WT mice. Click here for file

Additional file 2 **Down-regulated Genes in DC from CF Mice Compared to WT Mice**. the data provided a table of genes down-regulated in DC from CF mice compared to WT mice. Click here for file

Additional file 3 **Up-regulated Lipid Metabolism-related Genes in DC from WT and/or CF Mice following *P. aeruginosa *Infection**. The data provided a table of lipid metabolism-related genes up-regulated in DC from WT and/or CF mice following *P. aeruginosa *infection. Click here for file

Additional file 4 **Down-regulated Lipid Metabolism-related Genes in DC from WT and/or CF Mice following *P. aeruginosa *Infection**. The data provided a table of lipid metabolism-related genes down-regulated in DC from WT and/or CF mice following *P. aeruginosa *infection. Click here for file

# Supplementary material for: Influence of the cystic fibrosis transmembrane conductance regulator on expression of lipid metabolism-related genes in dendritic cells
**Source:** Respir Res. 2009 Apr 3;10(1):26. doi: 10.1186/1465-9921-10-26
**Supplement:** Additional file 1 — Up-regulated Genes in DC from CF Mice Compared to WT Mice. The data provided a table of genes up-regulated in DC from CF mice compared to WT mice.

**Table 1. Up-regulated Genes in DC from CF Mice Compared to WT Mice**

| <b>Category / Probe Set ID</b>              | <b>Gene Symbol</b> | <b>Gene Title</b>                                           | <b>CF-Co / WT-Co <sup>(a)</sup></b> | <b>p value<sup>(b)</sup></b> |
|---------------------------------------------|--------------------|-------------------------------------------------------------|-------------------------------------|------------------------------|
| <b>signal transduction / growth control</b> |                    |                                                             |                                     |                              |
| 161181_f_at                                 | Dusp16             | dual specificity phosphatase 16                             | 4.42                                | 0.045                        |
| 99915_at                                    | Areg               | amphiregulin                                                | 3.44                                | 0.005                        |
| 102698_at                                   | Epas1              | endothelial PAS domain protein 1                            | 1.73                                | 0.005                        |
| <b>metabolism / enzyme</b>                  |                    |                                                             |                                     |                              |
| 100016_at                                   | Mmp11              | matrix metalloproteinase 11                                 | 2.29                                | 0.014                        |
| <b>transport protein</b>                    |                    |                                                             |                                     |                              |
| 94758_s_at                                  | Cftr               | cystic fibrosis transmembrane conductance regulator homolog | 2.14                                | 0.001                        |
| 101625_at                                   | Kcns2              | K <sup>+</sup> voltage-gated channel, subfamily S, 2        | 1.82                                | 0.016                        |
| 100982_at                                   | Kctd9              | potassium channel tetramerisation domain containing 9       | 1.51                                | 0.017                        |
| <b>secreted protein</b>                     |                    |                                                             |                                     |                              |
| 93956_at                                    | Ifit3              | interferon-induced protein with tetratricopeptide repeats 3 | 5.06                                | 0.026                        |
| 104447_r_at                                 | 4933428G09Rik      | RIKEN cDNA 4933428G09 gene                                  | 1.60                                | 0.011                        |

(a) Geometric mean ratio of gene expression levels in DC from CF mice vs. WT mice; n = 6 per-group.

(b) P value based on comparison of gene expression levels in DC of CF mice with WT mice.

# Supplementary material for: Influence of the cystic fibrosis transmembrane conductance regulator on expression of lipid metabolism-related genes in dendritic cells
**Source:** Respir Res. 2009 Apr 3;10(1):26. doi: 10.1186/1465-9921-10-26
**Supplement:** Additional file 2 — Down-regulated Genes in DC from CF Mice Compared to WT Mice. the data provided a table of genes down-regulated in DC from CF mice compared to WT mice.

**Table 2. Down-regulated Genes in DC from CF Mice Compared to WT Mice**

| Category / Probe Set ID                     | Gene Symbol         | Gene Title                                                  | CF-Co / WT-Co <sup>(a)</sup> | p value <sup>(b)</sup> |
|---------------------------------------------|---------------------|-------------------------------------------------------------|------------------------------|------------------------|
| <b>signal transduction / growth control</b> |                     |                                                             |                              |                        |
| 160280_at                                   | Cav1                | caveolin, caveolae protein 1                                | -4.14                        | 0.006                  |
| 97549_at                                    | Cfl2                | cofilin 2, muscle                                           | -1.55                        | 0.010                  |
| 95546_g_at                                  | Igf1                | insulin-like growth factor 1                                | -1.51                        | 0.047                  |
| <b>metabolism / enzyme</b>                  |                     |                                                             |                              |                        |
| 93235_at                                    | BB128963            | expressed sequence BB128963                                 | -1.92                        | 0.007                  |
| 93299_at                                    | Msh6 /<br>LOC633695 | mutS homolog 6 (E. coli) similar to mutS homolog 6          | -1.82                        | 0.048                  |
| 92978_s_at                                  | Serpinb2            | serine (or cysteine) peptidase inhibitor, clade B, member 2 | -1.75                        | 0.034                  |
| 97227_at                                    | Gna12               | guanine nucleotide binding protein, alpha 12                | -1.60                        | 0.049                  |

(a) Geometric mean ratio of gene expression levels in DC from CF mice vs. WT mice; n = 6 per-group.

(b) P value based on comparison of gene expression levels in DC of CF mice with WT mice.

# Supplementary material for: Influence of the cystic fibrosis transmembrane conductance regulator on expression of lipid metabolism-related genes in dendritic cells
**Source:** Respir Res. 2009 Apr 3;10(1):26. doi: 10.1186/1465-9921-10-26
**Supplement:** Additional file 4 — Down-regulated Lipid Metabolism-related Genes in DC from WT and/or CF Mice following P. aeruginosa Infection. The data provided a table of lipid metabolism-related genes down-regulated in DC from WT and/or CF mice following P. aeruginosa infection.

**Table 4. Down-regulated Lipid Metabolism-related Genes in DC from WT and/or CF Mice following *P.aeruginosa* Infection**

| Probe<br>Set ID | Gene<br>Symbol | Gene Title                                               | n-fold up-regulation <sup>(a)</sup> |                        |             |                        |
|-----------------|----------------|----------------------------------------------------------|-------------------------------------|------------------------|-------------|------------------------|
|                 |                |                                                          | PAK / Co WT                         | p value <sup>(b)</sup> | PAK / Co CF | p value <sup>(b)</sup> |
| 98989_at        | Dhcr7          | 7-dehydrocholesterol reductase                           | -7.19                               | 0.019                  | -3.20       | 0.080                  |
| 95758_at        | Scd2           | stearoyl-Coenzyme A desaturase 2                         | -5.58                               | 0.001                  | -3.04       | 0.168                  |
| 95597_at        | Ptgs1          | prostaglandin-endoperoxide synthase 1                    | -4.93                               | 0.006                  | -2.95       | 0.082                  |
| 93320_at        | Cpt1a          | carnitine palmitoyltransferase 1a, liver                 | -3.48                               | 0.007                  | -2.63       | 0.072                  |
| 101426_at       | Cerk           | ceramide kinase                                          | -2.51                               | 0.000                  | -2.21       | 0.163                  |
| 103299_at       | Pld4           | phospholipase D family, member 4                         | -2.40                               | 0.002                  | -2.20       | 0.195                  |
| 100066_at       | Gart           | phosphoribosylglycinamide formyltransferase              | -2.05                               | 0.006                  | -1.75       | 0.146                  |
| 94056_at        | Scd1           | stearoyl-Coenzyme A desaturase 1                         | -1.94                               | 0.024                  | -1.53       | 0.250                  |
| 92474_at        | Pld1           | phospholipase D1                                         | -1.93                               | 0.029                  | -1.71       | 0.609                  |
| 104003_at       | Phka2          | phosphorylase kinase alpha 2                             | -1.82                               | 0.009                  | -2.11       | 0.201                  |
| 100099_at       | Smpd1          | sphingomyelin phosphodiesterase 1, acid lysosomal        | -1.75                               | 0.025                  | -1.68       | 0.219                  |
| 103401_at       | Acads          | acyl-Coenzyme A dehydrogenase, short chain               | -1.74                               | 0.014                  | -1.32       | 0.453                  |
| 160770_at       | Mvd            | mevalonate (diphospho) decarboxylase                     | -1.67                               | 0.007                  | -1.47       | 0.256                  |
| 98909_at        | Lias           | lipoic acid synthetase                                   | -1.66                               | 0.036                  | -1.44       | 0.301                  |
| 94872_at        | Smpd13a        | sphingomyelin phosphodiesterase, acid-like 3A            | -1.66                               | 0.031                  | -1.51       | 0.353                  |
| 161074_at       | Pcyt1a         | phosphate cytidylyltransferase 1, choline, alpha isoform | -1.55                               | 0.045                  | -1.57       | 0.207                  |
| 97515 at        | Hsd17b4        | hydroxysteroid (17-beta) dehydrogenase 4                 | -1.50                               | 0.040                  | -1.50       | 0.369                  |

(a) Geometric mean ratio of gene expression levels of *P. aeruginosa* infected DC samples/uninfected DC samples; n = 6 per condition

(b) P value based on comparison of *P. aeruginosa* infected DC with uninfected controls

How the deposited data were processed for this re-analysis (not part of the article)

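RNA of dendritic cells (DC) grown for 8 days from the bone marrow of cystic fibrosis (CF) mice and wild-type (WT) littermates of 5 to 6 weeks was measured on Affymetrix MG-U74Av2 arrays, naive or after 4 h with P. aeruginosa PAK at 10 CFU per cell. There are 24 arrays in 4 groups, with 6 arrays per group, and the labels number the arrays of each group from 1 to 6. The deposited values are signal intensities that the authors made with Microarray Suite 5.0 (MAS 5.0), scaling each array to an arbitrary target intensity; the submitters' processing notes name MAS5 with no version. The array medians of the deposited intensities ran from 70.4 to 97.3, with a median of 79.05, so the later steps of the methods (a lower limit of 0.01, division by the median of the array and by the median of the gene) are not in these values. Detection calls were not used here, so the filter of the methods on Present calls could not be repeated.

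Of 12488 probe sets, 66 controls were left out. Of the remaining 12422, 10833 have 1 gene name, 396 several and 1193 none in the platform annotation used here. Symbols were updated through a table of mouse genes of the assembly GRCm38.p6, which changed 0 of them and lacked 16 gene identifiers; the same table gave which genes neighbour each other. Values under 0.01 were set to 0.01 (1 value was at or under that limit), divided by the array median and taken to log2. A probe set was tested if it was at or above the array median in at least 3 arrays, which held for 7409, and 6 probe sets of the paper's tables were added, giving 7415, of which 6668 have 1 gene name. A change in a probe set that lies under the median of the array is measured with less precision, and no measure of depth other than the number of arrays is to be had from these values.

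Groups were compared with limma 3.58.1 in R 4.3.3 (linear model, empirical Bayes with an intensity trend), over the arrays of the groups compared: CF against WT among naive and among infected DC, infected against naive DC within each genotype, and, over all 24 arrays, the difference between the responses of CF and WT DC. A probe set was called at a Benjamini-Hochberg adjusted p under 0.05 and a fold change over 1.5. Single genes were also tested with two-sided exact permutation tests over 924 splits, which can give no p under 0.0022; for the difference of the responses the genotype was exchanged over the infected minus naive differences. Levels in the text are deposited signals, as mean ± SD. The share of probe sets with the larger change in WT DC was counted over those called in either genotype, with a jackknife over arrays for its error.

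There were 17 gene lists and 3 lists of probe sets taken from the paper's Tables 1, 2 and 4. The gene lists were interferon-induced genes, inflammatory genes (cytokines, chemokines and NF-kB targets), SREBP targets of cholesterol and fatty acid synthesis, lipid efflux, storage and fatty acid oxidation, sphingolipid, phospholipid and eicosanoid enzymes, caveolae and raft proteins, dendritic cell markers, cell cycle, apoptosis, glycolysis and hypoxia, and 7 lists of other cell types (stromal and endothelial cells, neutrophils, macrophages and monocytes, lymphocytes and NK cells, mast cells with basophils and eosinophils, erythroid cells and adipocytes). Each gene of a list was read on the probe set with the highest mean over the arrays. The shift of a list against other genes was tested with camera of limma, with a preset correlation of 0.01 between genes and with a correlation estimated from the arrays, adjusted over 20 lists per comparison. With an estimated correlation the calls that hold are those of the interferon-induced, inflammatory and Table 4 lists in infected WT DC, the inflammatory list in infected CF DC, and the Table 1 and Table 2 lists in naive DC and in the difference of the responses. The genes named in the text are, per comparison, the 10 called probe sets with the largest rise and the 10 with the largest fall among those with 1 gene name and a higher group mean at or above the array median, the genes named in the paper's text and in Tables 1, 2 and 4, whose values were known from the paper, up to 4 members per list with the largest change, and the members that a list's count consists of.

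Each choice was varied in turn: quantile normalization in place of the array median, a lower limit of 0.1 times the array median, no filter (12422 probe sets), a filter on the mean (6096 probe sets), all 24 arrays in 1 fit, array weights, the methods' t-test for unequal variances with and without Benjamini-Hochberg, no fold threshold, the replicate number as a block, each array left out in turn, and all probe sets of each gene of a list. Leaving replicate number 4, or numbers 3 and 4, out of every group was added after seeing the data. Arrays with the same number in different groups deviated together from their group means: over the 6083 probe sets with a mean at or above the array median, the correlations of their deviations ran from 0.188 to 0.779 over the 6 pairs of groups, and 69 of 72 best matches fell on the array with the same number. Replicate number explained 94.1% of the variance of the log2 signal of the 18S control and group 0.832%, so the numbers were taken as pairs in the fit with the block, which called 967 probe sets upon infection of CF DC; the paper's text does not say what the numbers mean. No 2 arrays were identical (0 of 276 pairs), and Pearson's r within a group ran from 0.845 to 0.976.

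The procedure was tested on simulated data of 7415 probe sets with 200 of them changed. Of those changed by 1 on the log2 scale, 73% were called with the spread of the naive comparison, 78% with that of WT infection and 65% with that of CF infection, and of those changed by 2, 98%, 96% and 96%, with 9, 11 and 10 false calls. These shares do not give the power of the real naive comparison. There Cav1, at a log2 fold change of -2.05, was not called. Only 90 probe sets had an unadjusted p under 0.05 there, where chance gives 371. The Western blots, flow cytometry, RT-PCR and reporter assays of the paper, and its Additional file 3, were not analysed here.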

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

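Tests of numbers 3 and 4, of the genes next to Cftr, of RNA from infected cells and of the counts of calls over other splits of the arrays were chosen after the result was seen.

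The response to infection was larger in WT DC for 85.7% of the changed probe sets. Among probe sets chosen by the mean response 76.2% had the larger change in WT DC, so on these arrays a choice that favours WT does not make the whole majority. How much that choice adds stays undecided, as the jackknife standard error of the share is 19.9 percentage points. The scaling of the arrays is argued against, with 82.9% under quantile normalization. With numbers 3 and 4 left out of every group the share was 46.2%, so the pattern depends on arrays with these numbers. A candidate explanation is that the 2 CF cultures among them, which stood apart before infection, carry it. That run cannot tell, because it also drops WT arrays 3 and 4. Over the probe sets called in infected WT DC, the median log2 change in the WT direction was 1.23 and 1.14 on WT infected arrays 3 and 4. It was 0.92 and 0.23 on CF infected arrays 3 and 4. Without CF infected replicate 4 the share was 65.3%, and whether that array carries the pattern stays undecided because the jackknife standard error of the share is 19.9 percentage points. Of 100 splits of the arrays by genotype 12 gave a share as large. The splits other than the real one had a median of 77.0% and a highest share of 92.8%. The share of a split was counted for whichever label had the larger changes. Of the 32 splits that exchange the genotypes within numbers also 12 gave one as large, with 91.1% as the highest of the others. Chance can therefore not be excluded, and an effect of CFTR on the response stays open.

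Cav1 was lower in naive CF than in WT DC, with a log2 fold change of -2.05. The measured markers argue against fewer stromal or endothelial cells in CF cultures only if they follow these cells, which was not tested. Of 34 listed markers 12 were measured, with a median log2 fold change of -0.073 (95% bootstrap interval -0.19 to 0.06). The collagen gene Col1a2 was at a signal of 541 in CF and 565 in WT DC. Of the 12, 5 were at or above the array median on all 24 arrays. Cav1 is 4 measured genes away from Cftr on chromosome 6, among 298 measured genes there, and 0.143% of measured genes lie as near. With the replicate block, the 20 other nearest genes had a mean absolute moderated t of 1.32 in naive DC. This lay at the 98.5th percentile of windows along the genome (96.8 without the block, and 98.2 in infected DC). A segment around Cftr that came with the mutated allele may therefore account for the difference. A consequence of the loss of CFTR function stays open as well, because the allele and its neighbourhood come together in every CF mouse of this design, and the strain of the mutated cells was not tested.

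Interferon-induced genes, with a median log2 fold change of 0.32 between naive CF and WT DC, are, apart from Ifit3 in its Table 1, outside the genes the paper discusses for naive DC. The difference lay in CF control replicates 3 and 4, where Ifit1 was at 506 and 874. RNA of infected cells in these 2 samples is argued against: over 42 inflammatory genes the median share of the infected level was 2.67% and over 39 interferon-induced genes 28.8%, a ratio of 0.0926 (95% bootstrap interval 0.021 to 0.263, against at least 0.5 for carried-over RNA). Xist, which the paper does not report on, was above the array median on 4 arrays, naive and infected CF replicates 3 and 4. The Y-linked Eif2s3y was at 1.2 to 9.0 on these 4 and at 182.5 to 328 on the other 20. Both genes thus read as female cells on these 4 arrays and male cells on the others, every WT array included. Within numbers 3 and 4 sex therefore goes together with genotype. The sex of the mice stays among the open explanations, as untested, since no WT culture and no other CF culture had Xist at that level.

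The signal of Cftr on its brighter probe set differed by 1.10 on the log2 scale between naive CF and WT DC. Table 1 of the paper gives the fold of this probe set, 2.14, beside the identifier of the dimmer one. The Table 1 list differed between the responses of CF and WT DC (adjusted p = 0.0060 with an estimated correlation, median -0.98), and so did the Table 2 list (adjusted p = 0.020, median 0.51). With the replicate block these were 0.064 and 0.17. The study chose both lists on the naive arrays, which enter the responses with the opposite sign, so the choice alone gives differences of these signs.

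Of 100 groups of 6 arrays, 11 had an array far from the other 5, where chance gives 5; the gap to the next array is given as a share of the range of the group. Cftr on its dimmer probe set was low on CF control 1 (0.822) and on CF infected 4 (0.807), and on its brighter probe set high on WT infected 2 (0.631). Dhcr7 was low on WT control 5 (0.6665). The mean of glycolysis and hypoxia genes was high on array 1 of CF control (0.635), WT control (0.786) and WT infected (0.748). The mean of erythroid genes was high on CF infected 5 (0.718) and WT infected 2 (0.774), that of the Table 2 list on WT control 3 (0.723) and that of inflammatory genes on WT infected 4 (0.817).

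Of 100 splits of the arrays, 1 called as many probe sets upon infection of WT DC as the real 1198 (highest other 80), so chance can be excluded there. For CF DC 2 splits called as many as the real 429, so chance can be excluded at that share. The highest other called 498; it is the real split with CF infected replicate 4 and CF control replicate 3 exchanged, and it parts 4 of the 6 numbers, where the real one parts 6. Without CF infected replicate 4 the real split called 748, so the count depends on that array. Among the 32 splits that part every number, 1 called as many and the highest other called 153. With the replicate block that was 431, against 967 for the real split. For the 3 comparisons with 0 calls the splits decide nothing, because all 100 necessarily called at least as many, with at most 4 in naive DC, 2 in infected DC and 0 for the responses.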

How the results depend on the processing

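The runs without number 4 and without numbers 3 and 4 of every group, with or without the block, were chosen after seeing the data; all other alternatives were set earlier. The 2 results that reversed are both the share of probe sets with the larger change in WT DC, and the cause was not tested unless named.

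Calls between naive CF and WT DC were 0 in all runs but array weights (3) and the methods' t-test without correction (33), and between infected CF and WT DC 0 in all but that t-test (35). The difference of the responses had 0 calls in every run. For infection of WT DC the count stayed within 1.5 times 1198, from 1023 to 1305 with 1 array left out, except for 631 without numbers 3 and 4, where 4 arrays per group remain. For CF DC 429 became 696 with all 24 arrays in 1 fit, 794 with array weights, 884 by the methods' t-test without correction and 143 after Benjamini-Hochberg, 967 with the replicate block and 1265 with the block and without numbers 3 and 4. With 1 array left out it ran from 290 (without CF control replicate 2) to 748 (without CF infected replicate 4).

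The share with the larger change in WT DC was 61.8% without number 4, 46.2% without numbers 3 and 4 and 43.3% with the block as well; with 1 array left out it ran from 65.3% (without CF infected replicate 4) to 89.5%.

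The log2 fold change of Cav1 in naive CF DC passed with array weights (-2.32, adjusted p = 0.025 from limma) and by the methods' t-test without correction (-2.05). Upon infection of CF DC Cav1 passed with array weights (1.76), with the block (1.38) and with the block and without numbers 3 and 4 (1.70). Its difference of responses ran from -0.75 to 0.13 with 1 array left out, the sign changing without CF control replicate 1 (0.04) or CF infected replicate 4 (0.13). Dhcr7 did not pass in WT DC without numbers 3 and 4 (-2.58, adjusted p = 0.085 from limma). In CF DC it passed under quantile normalization (-1.78), with the lower limit at 0.1 times the array median, no filter, the mean filter, all 24 arrays, the methods' t-test without correction and the block (-1.68 in each), with array weights (-1.70), without number 4 (-1.88) and with the block and without numbers 3 and 4 (-2.02). The adjusted p lay between 0.018 and 0.052 in the limma runs with all arrays. With 1 array left out it ran from -1.89 (without CF infected replicate 4, where it passed) to -1.48. Scd2 in CF DC did not pass by the methods' t-test after Benjamini-Hochberg (-1.61, adjusted p = 0.19) and ran from -2.01 (without CF infected replicate 4) to -1.32 (without CF infected replicate 2) with 1 array left out. Its call was lost without CF control replicate 1 (adjusted p = 0.062 from limma), 3 (0.051), 4 (0.059), 5 (0.060) or 6 (0.053), and without CF infected replicate 1 (0.054), 2 (0.065), 5 (0.060) or 6 (0.079).

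Of all values, 9421 kept their direction and side of the threshold with 1 array left out, 154 no longer passed, 83 passed newly and 530 of those without a test moved by more than their spread. Under quantile normalization these counts were 679, 12, 7 and 26, with the lower limit at 0.1 times the median 721, 0, 2 and 1, without a filter 702, 6, 3 and 13, and without numbers 3 and 4 570, 27, 9 and 117. With the replicate block they were 667, 2, 36 and 19. Among the genes named it newly called Hk2, P4ha2, Mcm2, Gart, Mmp9, Padi4, Pld4, Plin2, Scd1, Smpd1, Smpdl3a, Msh6 and others in infected CF DC, and Aurka, Top2a, Birc5, Gzmb, Igf1, Gna12, Mmp8 and Pparg in infected WT DC. At the preset correlation it called mast cell genes in infected CF DC (adjusted p = 0.021) and, between infected CF and WT DC, SREBP targets (0.015), dendritic cell markers (0.025), glycolysis genes (0.024) and mast cell genes (0.024). With the block and an estimated correlation none of these held (adjusted p = 0.25 for mast cell genes in infected CF DC, and 0.48, 0.48, 0.55 and 0.48 for the 4 lists). Other list counts changed with the block as well. In infected WT DC 8 apoptosis genes and 5 genes of glycolysis and hypoxia rose with it, against 7 and 4 without. Of the macrophage and monocyte markers 4 fell there with the block, against 3 without. In infected CF DC 39 inflammatory and 6 apoptosis genes rose with the block, against 34 and 5 without. The number of arrays limits all of this, and genes under the array median, such as Dhcr7, are measured near the background.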

Differences from the paper's values

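Tests chosen after the result was seen play no part here; all alternatives named were set before the data were examined. The paper lists 9 probe sets as higher and 7 as lower in naive CF DC, at p under 0.05 and a fold change over 1.5. With a Benjamini-Hochberg correction, over the 7415 probe sets tested here in place of the paper's filter on detection calls, the numbers are 0 and 0. The paper's methods name that correction, but most p-values of its Tables 1 and 2 match the methods' t-test without it. The like count here is therefore that of the t-test without correction, given below. Every alternative differs from the paper's 9 and 7. Array weights called 1 higher and 2 lower, and the methods' t-test without correction 14 higher and 19 lower. The others called 0 and 0 (quantile normalization, the other lower limit, no filter, the mean filter, all 24 arrays, no fold threshold, the replicate block, the methods' t-test after Benjamini-Hochberg and each array left out). The smallest adjusted p was 0.298 with the replicate block, and Cav1 had an adjusted p of 0.18 from limma without CF control replicate 1. The methods' t-test without correction called 15 of the 16 probe sets of Tables 1 and 2, the exception being Cftr on the dimmer probe set, which Table 1 lists (exact permutation p = 0.13), while the brighter probe set passed that t-test (exact permutation p = 0.0022). Array weights called Cav1.

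The folds of Tables 1, 2 and 4 of the paper lie within 0.02 of those computed here for 49 of 50 values. The exception is Cftr, for which Table 1 of the paper gives a fold of 2.14 beside the dimmer probe set, where the value here is 2.76, and the brighter probe set has 2.14 here. Of the 16 p-values of Tables 1 and 2, 14 lie within 0.001 of the methods' t-test without correction and 0 of that with it. The discussion states that no correction for multiple tests was used, while of the 34 p-values of Table 4 in the paper 32 are higher than those of the methods' t-test without correction, with a median absolute difference of 0.0532, against 0.00737 with the correction that the methods name.

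The counts of changed probe sets upon infection, in total, of those that rose and of those with the larger change in WT DC, are 912, 465 and 782 in the paper and 1211, 587 and 1038 here, within 1.5 times each other. The methods' t-test after Benjamini-Hochberg, called over 7415 probe sets, gives 927, 476 and 802.

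The paper states that the fall of Scd2 upon infection of CF DC was not significant; limma called it (adjusted p = 0.030), but not in 9 of the 12 runs with 1 CF array left out (0.051 to 0.079 for Scd2), and the methods' t-test after Benjamini-Hochberg did not (adjusted p = 0.19). The paper states that Dhcr7 and Scd2 were regulated differently in infected CF and WT DC. Besides the arrays it reports RT-PCR of independent experiments, with a significantly larger fall in WT DC for both genes. The RT-PCR was not analysed here. On the arrays the differences of the responses, 1.17 and 0.87 on the log2 scale, have the paper's direction and did not pass (exact permutation p = 0.069 for each). With the lower limit at 0.1 times the array median the difference was 0.56 for Dhcr7.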

Other observations

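The runs without numbers 3 and 4, and the choice of genes by their place next to Cftr, came after the results were seen.

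The exact permutation p of the difference between the CF and WT responses was under 0.05 for some genes, none of which passed over all probe sets. Alox15, a lipoxygenase of arachidonic acid metabolism, had a response higher in CF DC by 1.18 on the log2 scale (exact permutation p = 0.0043), Pparg, a nuclear receptor of lipid metabolism, by 1.22 (exact permutation p = 0.041) and the cyclin gene Ccnd2 differed by -0.97 (exact permutation p = 0.032). Each of these had an adjusted p of 1.00 from limma, among 103 genes named for this comparison.

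Of the measured genes near Cftr, Met, the receptor of hepatocyte growth factor, had a log2 fold change of -1.72 between infected CF and WT DC (exact permutation p = 0.013) and -0.28 between naive DC. Mdfic was at -0.36 (exact permutation p = 0.0065), Lsm8 at -0.36 (exact permutation p = 0.032) and Arf5 at -0.38 (exact permutation p = 0.030) between infected DC. Between naive DC St7 was at -0.66 (exact permutation p = 0.10), Arf5 at -0.43 (exact permutation p = 0.063) and Impdh1 at 0.53 (exact permutation p = 0.054). In the limma fit without array weights none of the genes tested around Cftr, Cav1 included, had an adjusted p under 0.05 in naive DC; with array weights Cav1 had an adjusted p of 0.025.

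Leaving numbers 3 and 4 out of every group set Ifit3 in naive CF DC at a log2 fold change of 1.64. The median difference of the inflammatory responses was then 0.07. Of the 15 ways of leaving out 2 numbers, 1 gave a share with the larger change in WT DC under 50%.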
